# Epigenetic alterations to Polycomb targets precede malignant transition in a mouse model of breast cancer

**DOI:** 10.1038/s41598-018-24005-x

**Published:** 2018-04-03

**Authors:** Ying Cai, Jhih-Rong Lin, Quanwei Zhang, Kelly O’Brien, Cristina Montagna, Zhengdong D. Zhang

## Abstract

Malignant breast cancer remains a major health threat to women of all ages worldwide and epigenetic variations on DNA methylation have been widely reported in cancers of different types. We profiled DNA methylation with ERRBS (Enhanced Reduced Representation Bisulfite Sequencing) across four main stages of tumor progression in the MMTV-PyMT mouse model (hyperplasia, adenoma/mammary intraepithelial neoplasia, early carcinoma and late carcinoma), during which malignant transition occurs. We identified a large number of differentially methylated cytosines (DMCs) in tumors relative to age-matched normal mammary glands from FVB mice. Despite similarities, the methylation differences of the premalignant stages were distinct from the malignant ones. Many differentially methylated loci were preserved from the first to the last stage throughout tumor progression. Genes affected by methylation gains were enriched in Polycomb repressive complex 2 (PRC2) targets, which may present biomarkers for early diagnosis and targets for treatment.

## Introduction

DNA methylation is one of the epigenetic marks that regulate gene expression^1^. Alterations in DNA methylation are commonly observed in various cancer types^2–5^ and a well-known signature of the cancer genome is global hypomethylation accompanied by promoter hypermethylation of some tumor suppressor genes^6–11^. Some genes in tumors showed distinct hypomethylation compared to normal cells^10^ and cancer progenitor cells with such DNA methylation alterations may help to predict cancer risks^11^. Global hypomethylation has been proposed as a mechanism driving chromosomal instability and elevated mutation rates^12,13^ and hypermethylation caused gene suppression, such as *HAND2*, is suggested to contribute to cancer development^14^; hence DNA methylation abnormalities have been considered to play a causal role in tumorigenesis^15^.

Despite extensive profiling of gene expression and DNA methylation changes in breast cancer, not much is known about the dynamics of DNA methylation during cancer progression. It is almost impossible to monitor tumor progression by following the same patients, a task that can be easily fulfilled by using mouse models with almost identical genetic backgrounds. A better understanding of DNA methylation dynamics in breast carcinogenesis is not only vital to explain transcriptional deregulation of gene expression during tumor progression, but also adds to the understanding of tumor class and subtypes^16,17^ and prognosis^18^. Abnormal DNA methylation has been reported in breast carcinoma with subtype specific patterns^19^. In particular, the more aggressive luminal B subtype shows higher DNA methylation when compared with other subtypes and normal tissues^19,20^; and reduced gene expression correspondingly^20^.

Human breast cancer begins with premalignant atypical ductal hyperplasia (ADH), moves to the ductal carcinoma *in situ* (DCIS), and progresses to invasive ductal carcinoma (IDC)^21,22^. Despite extensive evidences suggesting that ADH and DCIS are precursors of IDC, DNA methylation biomarkers identified at the early stages of breast cancer are limited. This represents a significant gap of knowledge in the field since such biomarkers may explain the biological basis of tumor progression and helps to predict outcomes. A recent study analyzing DCIS and IBC (invasive breast carcinoma) samples identified only 18 CpG loci associated with survival and prognosis of breast cancer patients^18^. Another study using FEA (flat epithelial atypia), ADH, DCIS, and IDC found increased number of genes with elevated promoter methylation during the progression^23^. Although it has been discovered that normal tissue adjacent to breast cancer already exhibited numerous DNA methylation alterations^24^, how those alterations change during progression is not well defined yet. Thus, it is apparent that early DNA methylation changes are relevant to breast carcinogenesis but their characterization is lacking. It is critical to comprehensively examine DNA methylation during the early stages of breast cancer progression.

The MMTV-PyMT transgenic mouse is an ideal model to study tumor progression because primary tumors evolve from pre-malignancy to an invasive malignant tumor through four stereotypical stages of progression (hyperplasia, adenoma/mammary intraepithelial neoplasia (MIN), early carcinoma and late carcinoma). Breast tumors in the PyMT mouse share both morphological and transcriptional similarities with human breast tumors^25^, and generally cluster with the human luminal B subtype^26,27^. Previous cytogenetic profiling also showed similarity of breast tumor from PyMT mice to human breast carcinoma on the level of chromosomal structural and numerical abnormalities^28,29^.

For the first time, we report the dynamics of DNA methylation deregulation from early hyperplasia to late carcinoma across the four main stages of breast tumor progression. We performed ERRBS (Enhanced Reduced Representation Bisulfite Sequencing), which quantitatively measures DNA methylation at the base-pair resolution and increases coverage on CpG sites relative to RRBS^3^. We observed, as expected, a global hypomethylation and a shift towards hypermethylation as the tumors progressed. We found genes with promoter hypermethylation enriched in Polycomb repressive complex 2 (PRC2) targets throughout tumor progression. These shed lights on the mechanisms of abnormal DNA methylation, using the PyMT mouse model of breast cancer progression.

## Results

### DNA methylation profiles of the PyMT mouse model unveil DNA methylation changes precede malignant transition

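ERRBS reads the methylation of CpG-rich parts of the genome. DNA is cut with a restriction enzyme, size-selected, converted with bisulfite and sequenced, and each covered CpG cytosine is scored by the reads in which it stayed a cytosine (methylated) or was read as thymine (unmethylated). MMTV-PyMT mice express the polyoma virus middle T antigen in the mammary epithelium and develop mammary tumors, and FVB mice are the strain of the normal controls. The authors aligned the reads to the mouse genome mm10 with Bismark and deposited, for each mouse, the number of reads (coverage) and the percent of methylated reads at every CpG cytosine covered by at least 10 reads, with the 2 strands of a CpG listed separately. In the files analysed here there were 10 PyMT samples, 2 of hyperplasia (week 6), 3 of adenoma/MIN (week 8), 3 of early carcinoma (week 10) and 2 of late carcinoma (week 12), and 12 FVB samples, 3 at each of the 4 weeks. The methods state that 3 PyMT mice and 3 controls were taken at each time point and that 2 outliers were removed. A sample held between 1314077 and 1435757 CpG positions, with a median of 1364423. The mean coverage of a position ranged from 60.2 to 79.2 reads between samples, with a median of 69.5 in the PyMT samples and 70.7 in the FVB samples. By group, the median of the samples' mean coverages lay between 66.0 reads in hyperplasia and 73.0 reads in the week 6 controls. Of the 1625271 positions seen in at least 1 sample, 1140639 (70.2%) were covered in all 22, and every position fell on a CpG of the reference. All 20 pairs of samples of the same condition differed by more than the sampling noise of their read counts, with a mean chi-square between 1.85 and 3.53 per position, so each sample was counted as a separate replicate. Methylated and unmethylated reads at each position covered in every sample of a comparison were then compared between groups by logistic regression (likelihood-ratio test, as in the methylKit package the paper names), with Benjamini-Hochberg q-values. A position with a q-value under 0.01 and a methylation difference of at least 10 percentage points was called a differentially methylated cytosine (DMC). This test treats reads, not mice, as the units of replication, so the number of DMCs depends on coverage and on how the spread between mice is modelled.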

We first profiled DNA methylation alterations in hyperplasia, adenoma/MIN, early carcinoma and late carcinoma samples from the PyMT mice and normal tissues from FVB controls with principal component analysis (PCA). After removing two outlier samples, the PyMT samples clearly separated from the FVB controls, as shown in Fig. 1. 

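The PCA used the 570319 positions with the larger SD among the 1140639 positions covered in all 22 samples, centered and scaled. PC1 held 23.2% of the variance, PC2 6.36% and PC3 5.33%. The PC1 score was 380 ± 108 (SD, n = 10) in the PyMT samples, from 230 to 538, and -317 ± 54.8 (SD, n = 12) in the FVB samples, from -403 to -214. The groups therefore did not overlap on PC1, and their means differed by 696 (permutation test, p = 2e-05, the smallest that 100000 resamples can give). The 22 samples analysed here are those left after the authors' removal of outliers. With all positions in place of the more variable ones the difference on PC1 was 746, and with each replicate number of each strain left out in turn it stayed between 697 and 741. The paper reports a clear separation of PyMT samples and controls in its own PCA.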

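The mean PC1 score of the PyMT samples rose with stage, from 251 in hyperplasia (n = 2) to 330 in adenoma/MIN (n = 3), 430 in early carcinoma (n = 3) and 507 in late carcinoma (n = 2), and their mean PC3 score rose from -304 to -137, 61.2 and 305. In the FVB samples the mean PC1 score was -276, -308, -339 and -343 at weeks 6, 8, 10 and 12 (n = 3 each). On PC1 to PC3 the mean distance between PyMT samples of different stages was 366, against 221 between samples of the same stage, a separation of 145 (exact permutation test over 25200 arrangements of the stage labels, p = 0.0252). The same separation of the FVB samples by week was 16.2 (permutation test, p = 0.126). It was 50.1 without FVB replicate 3 (exact permutation test, p = 0.0381) and -7.78 without FVB replicate 1, and the FVB samples include week 8 replicate 2, which lay at 820 on PC2, against -150 to -63.5 in the other controls. The test of the PyMT samples was sensitive to which positions and samples entered it. With all positions in the PCA the separation fell to 86.1 (exact permutation test, p = 0.122), and p was 0.05 or more in each of the 6 fits that left out a replicate number. It stayed under 0.05 with unscaled positions (exact permutation test, p = 0.00778) and with a coverage minimum of 20 reads (exact permutation test, p = 0.0303). From this pattern, the paper reasons that methylation follows the temporal stage of the tumors while the normal glands stay together.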

In addition, the tumor samples separate across their temporal stages, whereas the controls remain within one cluster. This pattern is consistent with the PCA results from gene expression profiles of this mouse model as we reported previously^30^. Only biological covariates but not technical ones contribute to PCs (Supplementary Fig. S1), suggesting the variance observed here was not due to batch effect but was of biological meanings.

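The files give 4 technical measures of a sample, namely its total coverage, its number of covered positions, the share of its coverage in the most covered 1% of positions, and the percent of mitochondrial CpG reads called methylated, which marks incomplete bisulfite conversion. Each was correlated with the PC1, PC2 and PC3 scores, separately in the 10 PyMT and the 12 FVB samples because the strains form separate clusters, which made 24 relations. Of these, 3 had a permutation p under 0.05, and none had a Benjamini-Hochberg adjusted p under 0.05. The strongest was between PC1 and the share of coverage in the most covered positions in the PyMT samples (r = -0.765, permutation p = 0.00334, rho = -0.758, permutation p = 0.0152, r without the 2 farthest samples -0.773, adjusted p = 0.0802). The same relation had the opposite sign in the FVB samples (r = 0.71, permutation p = 0.00968, rho = 0.601, permutation p = 0.0437, r without the 2 farthest samples 0.495, adjusted p = 0.116). The mean coverage was 69.6 ± 5.45 reads in the PyMT samples (SD, n = 10) and 71.1 ± 4.67 in the FVB samples (SD, n = 12). The sequencing batch or date of a sample is not given in the labels of the files analysed here, so relations within batches could not be computed. From its own list of covariates (Supplementary Fig. S1), the paper takes the variance as biological and not due to batch effect.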

**Figure 1:**
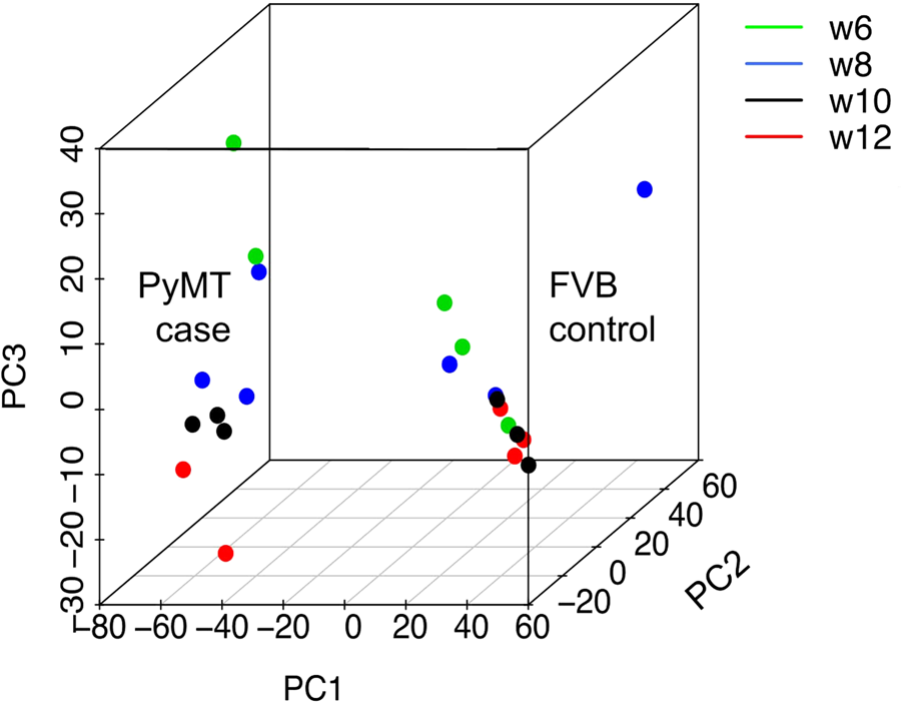
Principal component analysis of DNA methylation profiles of both PyMT and FVB control samples. Samples were taken at four time points: weeks 6, 8, 10, and 12 – shown as w6, w8, w10, and w12 – correspond to hyperplasia, adenoma/MIN, early carcinoma and late carcinoma in PyMT mice.

As tumors progressed from hyperplasia to late carcinoma, the number of DMCs (methylation difference ≥10% and *q*-value < 0.01, Methods) increased for both hyper- and hypo-methylation, but hypomethylated loci were consistently more frequent (Table 1 and Fig. 2A). 

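At hyperplasia 72893 hypomethylated and 31287 hypermethylated DMCs were called among 1240496 positions tested in 2 PyMT and 3 FVB samples. The counts were 83188 and 37577 at adenoma/MIN (3 against 3 samples, 1200802 positions), 103553 and 53406 at early carcinoma (3 against 3, 1259996 positions) and 104471 and 53592 at late carcinoma (2 against 3, 1250435 positions). From hyperplasia to late carcinoma the number of hyper-DMCs grew 1.71 times and the number of hypo-DMCs 1.43 times. The total rose at each step, by much more between adenoma/MIN and early carcinoma (120765 to 156959) than between early and late carcinoma (156959 to 158063). The labels number the replicates within each group. In the replicate block, samples of the same number are compared within strata by a Cochran-Mantel-Haenszel test. A sample without a partner of its number drops out, namely FVB replicate 3 at hyperplasia and FVB replicate 2 at late carcinoma. With it the hypo-DMCs were 58565, 80479, 100595 and 93569 and the hyper-DMCs 24422, 36098, 51575 and 48468 at the 4 stages. With this pairing both counts fell from early to late carcinoma. Late carcinoma was then left with 2 against 2 samples, while early carcinoma kept 3 against 3. The fall can therefore not be assigned to the pairing. This pairing is taken from the labels alone. PyMT and FVB samples with the same number did not deviate together more than samples with different numbers (difference of correlations -0.00512, permutation p = 0.562). The counts also fell when the spread between mice entered the test. A quasi-binomial correction with an F test left 0 DMCs at every stage. It also recovered 0% of the changes planted in simulated data without such spread, so it cannot show an effect of the spread. The same correction with a chi-square test, chosen after seeing the data, left 30436 hypo-DMCs and 10474 hyper-DMCs at hyperplasia and 62410 and 30301 at late carcinoma. From its own counts, which rise at each stage, the paper concludes that gains and losses both accumulate as tumors progress. Losses were the more frequent at every stage.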

Interestingly, we observed a shift toward hypermethylation by roughly 3% (30.0% in hyperplasia to 33.1% in late carcinoma, DMC-hypermethylation percentage + DMC-hypomethylation percentage = 1) (Fig. 2A). 

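Hyper-DMCs were 30.03% of all DMCs at hyperplasia (95% Wilson interval 29.75% to 30.31%), 31.12% at adenoma/MIN (30.86% to 31.38%), 34.03% at early carcinoma (33.79% to 34.26%) and 33.91% at late carcinoma (33.67% to 34.14%). The share therefore moved by 3.87 points from hyperplasia to late carcinoma. These intervals treat DMCs as independent and leave out the variation between mice. When each PyMT sample was compared alone with all controls of its week, the share was 32.9% and 26.4% in the 2 samples of hyperplasia (SD 4.56), 32.6%, 29.5% and 31.3% in adenoma/MIN (SD 1.53), 32.7%, 37.2% and 33.4% in early carcinoma (SD 2.41) and 34.4% and 33.8% in late carcinoma (SD 0.404). The shift between the first and the last stage was thus smaller than the spread between the 2 hyperplasia samples. Requiring a difference of at least 25 points gave the largest change, to 23.2% at hyperplasia and 28.3% at late carcinoma. From the change in this share, the paper concludes that tumor progression comes with a shift toward hypermethylation.

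**Figure D1:**
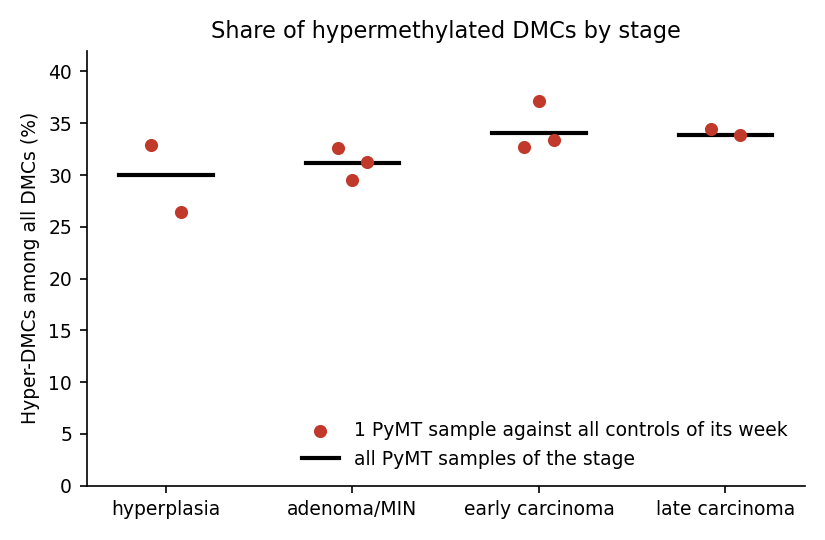
Percent of DMCs that are hypermethylated at each stage, with a point for each PyMT sample compared alone with all controls of its week and a line for all PyMT samples of the stage together. The 2 hyperplasia samples, at 32.9% and 26.4%, lie farther apart than the lines of hyperplasia and late carcinoma, at 30.03% and 33.91%.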

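At the 230466 positions tested at all 4 stages and called as DMCs at 1 or more of them, the PyMT minus FVB methylation difference was compared between stages across positions, which are not independent replicates. The correlation was highest between early and late carcinoma (r = 0.881). It was 0.850 between adenoma/MIN and early carcinoma, 0.835 between adenoma/MIN and late carcinoma, 0.798 between hyperplasia and early carcinoma, 0.766 between hyperplasia and adenoma/MIN and 0.764 between hyperplasia and late carcinoma. The root mean square distance between the differences of 2 stages was smallest for early and late carcinoma, at 11.4 points, and largest for hyperplasia and late carcinoma, at 15.4 points. The hyperplasia and adenoma/MIN profiles were 12.8 points apart, and those of adenoma/MIN and early carcinoma 11.9 points. The differences had the same sign at 90.2% of positions in early and late carcinoma. That share was 87.1% in adenoma/MIN and early carcinoma and 81.2% in hyperplasia and adenoma/MIN. By these measures adenoma/MIN lay nearer to early carcinoma than to hyperplasia. Hyperplasia and late carcinoma rest on 2 PyMT samples each, the other stages on 3, so their differences carry more error. From such profiles (Fig. 2B), the paper reasons that the 2 carcinoma stages resemble each other and stand apart from the early stages.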

The late stages (early carcinoma and late carcinoma) were similar on methylation patterns yet distinct from early stages (Fig. 2B).

**Table 1:** Total DMCs.

Stage	Hypomethylation	Hypermethylation	Total
Hyperplasia	70,323	30,187	100,510
Adenoma/MIN	79,147	34,900	114,047
Early carcinoma	97,436	48,665	146,101
Late carcinoma	100,148	49,570	149,718

**Figure 2:**
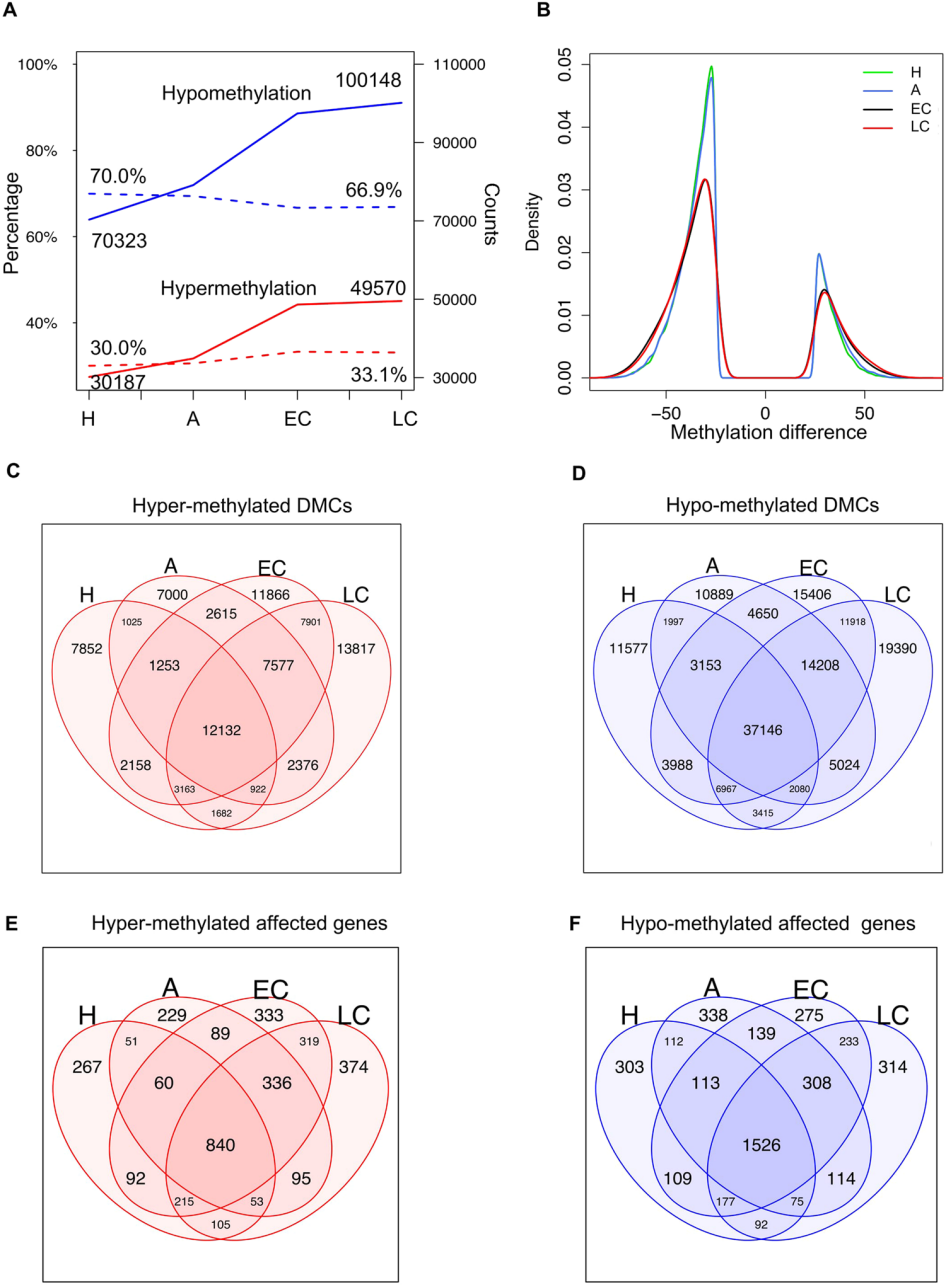
DMCs at different stages of tumor progression. (**A**) Numbers of DMCs. Counts and percentages are connected by solid and dashed lines, hypermethylation and hypomethylation are represented by red and blue lines; w6, w8, w10, w12 as week 6, week 8, week 10 and 12, corresponding to hyperplasia, adenoma/MIN, early carcinoma and late carcinoma. (**B**) DMCs (methylation difference ≥25% and *q*-value < 0.01) methylation difference distribution at four time stages. (**C**,**D**) Intersections of DMCs. (**E**,**F**) Intersections of genes whose promoter contain DMCs. H = hyperplasia, A = adenoma/MIN, EC = early carcinoma, LC = late carcinoma.

To investigate impact of DNA methylation on gene expression and the possible gene affected, we mapped DMCs to the *cis*-regulatory elements of promoters (±2 kb to RefSeq TSS) and enhancers (if the DMCs overlapped with predicted enhancer regions, Methods). Consistent with the high preservation of DMCs between neighboring stages and among all stages (Fig. 2C,D), we found that gene promoters overlapping with these DMCs were largely the same (Fig. 2E,F). 

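Among positions tested at both hyperplasia and late carcinoma, 17931 hyper-DMCs were shared, 58.4% of those at hyperplasia (odds ratio 46.3), and 50220 hypo-DMCs were shared, 70.5% of those at hyperplasia (odds ratio 49.9). Between early and late carcinoma 32362 hyper-DMCs (61.9% of those at early carcinoma, odds ratio 91.9) and 72446 hypo-DMCs (71.7%, odds ratio 92.2) were shared. Many of the DMCs at hyperplasia that were not called at late carcinoma differed the same way there, so that 89.6% of hyper-DMCs and 94.2% of hypo-DMCs of hyperplasia kept their direction. Called at all 4 stages were 11973 hyper-DMCs and 37169 hypo-DMCs. Genes with at least 1 hyper-DMC within 2 kb of a RefSeq TSS numbered 2562, 2639, 3478 and 3565 at the 4 stages, and 1401 genes had hyper-DMCs at all of them. Genes with promoter hypo-DMCs numbered 3410, 3771, 3937 and 3752, with 2069 at all stages. Of the genes with promoter hyper-DMCs at hyperplasia, 1967 (76.8%) had them at late carcinoma, and for hypo-DMCs 2523 genes (74.0%). By contrast, comparisons between 2 weeks of the FVB controls gave 2300 to 10727 DMCs, 0.185% to 0.872% of positions tested. Among the alternatives set before the files arrived that still called DMCs, the 25-point difference reduced these overlaps most, to 3960 hyper-DMCs, 17350 hypo-DMCs and 377 genes with promoter hyper-DMCs at all stages, against 1197 genes with the replicate block. The genes with the most promoter positions that were hyper-DMCs at all 4 stages were Pnma1 (52 positions), Hic1 (50), Rbmxl2 (47), Gm13205 (45) and Fzd2 (37). In each of them all 10 PyMT samples lay above all 12 controls (permutation p = 2e-05). The genes were chosen by their hyper-DMCs in the same samples, so this separation follows at least in part from the selection. Pnma1 (chromosome 12, 84146131 to 84148489, minus strand, mean coverage 86.6) had a promoter methylation of 39.4% ± 1.76 in hyperplasia against 12.2% ± 1.17 and of 61.8% ± 3.57 in late carcinoma against 11.2% ± 0.58 (SD, n = 2 and 3 at both stages). At late carcinoma Hic1 (chromosome 11, 75161377 to 75170255, minus strand, mean coverage 69.1) had 22.7% ± 1.39 against 8.08% ± 0.28, Rbmxl2 (chromosome 7, 107209445 to 107210916, mean coverage 71.8) 56.5% ± 4.58 against 29.3% ± 0.17, and Gm13205 (chromosome 4, 148947489 to 148952322, minus strand, mean coverage 76.5) 82.1% ± 0.02 against 38.9% ± 3.49 (SD, n = 2 and 3). From this preservation, the paper reasons that methylation changes of the late stages can be traced back to early lesions.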

These observations provide evidence that DNA methylation changes at late stages can be traced back to early lesions. 

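Genes with promoter hyper-DMCs at late carcinoma only numbered 484 of the 3565 genes with promoter hyper-DMCs at that stage, and 1401 genes had them at all 4 stages. Counting only the 2 kb upstream of a TSS as promoter changed these numbers most among the promoter definitions, to 290 and 562. The gene sets of MSigDB were not analysed here, so the enrichment itself was not computed, and the genes the paper lists were looked up instead. All 33 genes listed for late carcinoma had at least 3 promoter positions covered in every sample. Genes of this list with a promoter hyper-DMC numbered 9, 7, 16 and 26 at the 4 stages. Those with a promoter hypo-DMC numbered 10, 11, 7 and 9. Of the 33 genes, 9 had hyper-DMCs at late carcinoma only, 4 at every stage and 6 at none. Mean promoter methylation at late carcinoma was higher in PyMT than in FVB for 30 of them, with a median difference of 1.76 points and a range from -9.48 to 10.4. The 3 largest changes were those of Gabra2, Otop3 and Ripk3. Gabra2 (chromosome 5, 70958392 to 71095849, minus strand, 19 positions, mean coverage 83.7) had a promoter methylation of 2.78% ± 0.38, 4.33% ± 1.11, 6.89% ± 0.65 and 11.3% ± 3.15 (SD, n = 2, 3, 3 and 2) in PyMT and 0.94% ± 0.46 (SD, n = 3) in the week 12 controls. Otop3 (chromosome 11, 115334731 to 115346927, 3 positions, mean coverage 79.8) was lower in PyMT, with 2.32% ± 0.58 (SD, n = 2) against 11.8% ± 4.73 (SD, n = 3) at week 12. Ripk3 (chromosome 14, 55784995 to 55788857, 23 positions, mean coverage 86.5) had 27.5% ± 2.93 (SD, n = 2) against 20.8% ± 1.54 (SD, n = 3). Over all stages, with labels permuted within week, the differences had a permutation p of 2e-05 for Gabra2 (adjusted p = 5.71e-05), 0.00551 for Otop3 (adjusted 0.00848) and 0.00255 for Ripk3 (adjusted 0.00410).

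Of the 43 genes listed for all stages, those with a promoter hyper-DMC numbered 32, 35, 35 and 35 at the 4 stages, 27 had them at every stage and 4 at none. Promoter hypo-DMCs were called in 19, 19, 14 and 13 of the 43 genes. The difference at late carcinoma was positive for 35 of them and ranged from -2.21 to 48.7 points, with a median of 1.69. Mab21l1 (chromosome 3, 55782510 to 55785287, 18 positions, mean coverage 93.5) had hyper-DMCs at all 18 promoter positions at every stage. Its promoter methylation was 70.5% ± 4.72 in hyperplasia against 28.0% ± 10.9 in controls (SD, n = 2 and 3) and 72.4% ± 5.76 in late carcinoma against 23.7% ± 3.64 (SD, n = 2 and 3). Esam (chromosome 9, 37528089 to 37538319, 12 positions, mean coverage 73.9) differed by 23.4 points in hyperplasia and 44.3 in late carcinoma, and Cyp26c1 (chromosome 19, 37685112 to 37693320, 19 positions, mean coverage 80.8) by 13.9 and 25.5 points. In each of these 3 genes all 10 PyMT samples lay above all 12 controls (permutation p = 2e-05, adjusted p = 5.71e-05). The paper names the genes unique to late carcinoma as potential markers of the late stage. Those shared by all stages it names as potential markers for early detection.

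**Figure D2:**
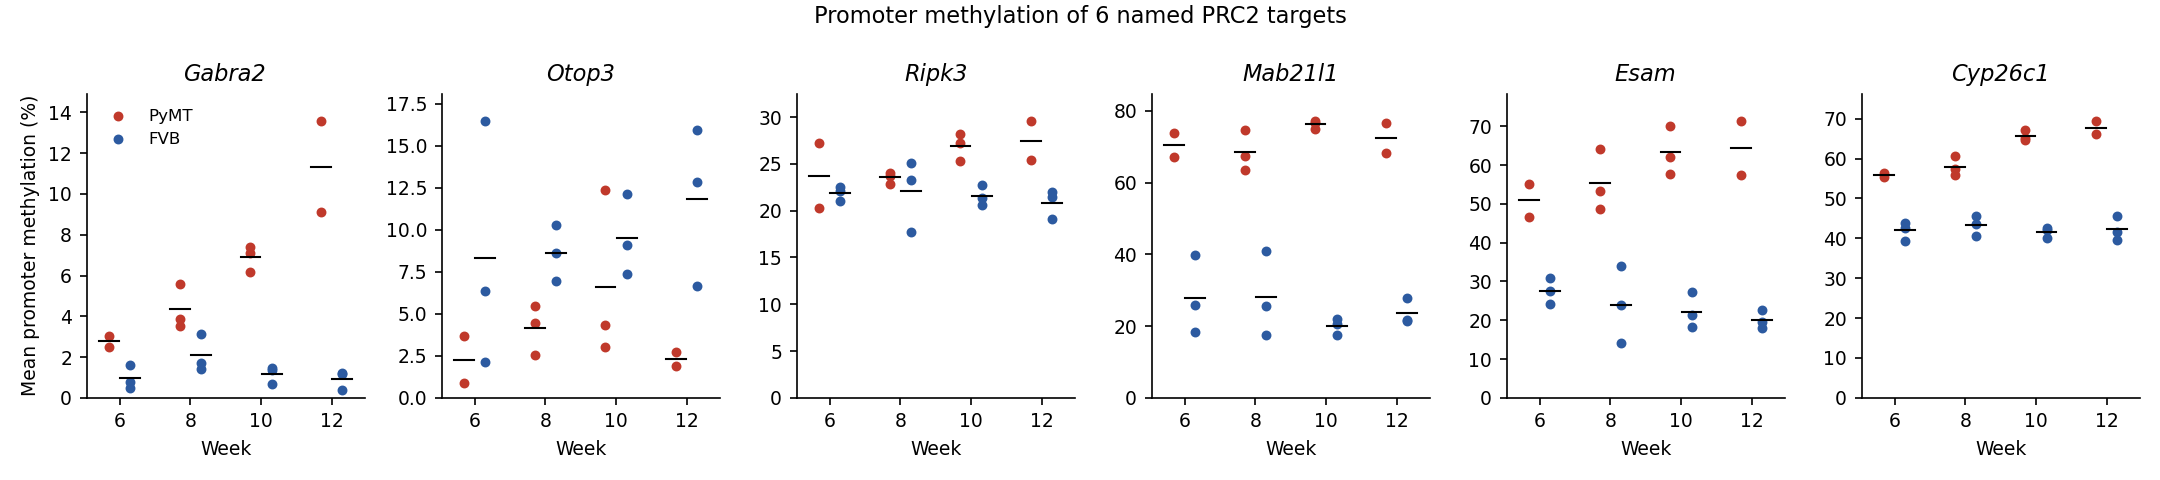
Mean promoter methylation in percent (vertical axis, from 0, its scale set for each gene) by week in the 6 genes with the largest changes in the paper's lists of PRC2 targets, with a point per sample and a line at the group mean. PyMT samples of Mab21l1, Esam and Cyp26c1 lie above the controls from week 6 on, and those of Gabra2 rise from 2.78% at week 6 to 11.3% at week 12.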

Interestingly, using curated gene lists from MSigDB (Molecular Signatures Database) and GSEA (gene set enrichment analysis)^31^, we found an enrichment of PRC2 targets (FDR < 0.05) among the 374 genes with promoter hyper-DMCs unique to late carcinoma stage (*Barhl2, Cacna1e, Cntfr, Col4a6, Dkk2, Dok6, Elmod1, Fezf2, Fli1, Fzd10, Gabra2, Gdf7, Gria2, Gsc, Hlx, Hoxb7, Hoxb8, Hoxc12, Hoxd13, Hrk, Isl1, Lhx8, Neurod1, Nkx2-1, Nkx2-2, Nkx3-2, Nkx6-2, Otop3, Pdx1, Ripk3, Sctr, Tal1* and *Wt1*) and among the 840 genes with promoter hyper-DMCs common to all four stages (including *Alx3, Cited1, Comp, Coro6, Crlf1, Csmd1, Cyp26c1, Dgki, Dll4, Duoxa1, Eomes, Esam, Gdnf, Hes7, Hhex, Hhip, Hmx2, Hoxc5, Hoxc6, Hsf4, Il1rapl2, Lrfn5, Ltk, Mab21l1, Nfix, Nkx2-8, Nrg1, Otx1, Pax7, Podn, Ptgdr, Rasl10a, Sidt1, Slc10a4, Slc1a2, Sox7, Tbr1, Tcea3, Tmem59l, Tmem88, Tp73, Ucn* and *Ush1g*). The former are potential biomarkers that distinguish late carcinoma from early stages and the latter can be potential biomarkers for early cancer detection. The distributions of CpGs captured and DMCs mapped to genomic compartments were similar across different stages. 

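Each tested position was assigned to a promoter (within 2 kb of a RefSeq TSS), or else to an exon, an intron or intergenic sequence. Promoters held 59.7%, 60.8%, 60.0% and 59.7% of the positions tested at hyperplasia, adenoma/MIN, early carcinoma and late carcinoma, exons 8.45%, 8.38%, 8.44% and 8.47%, introns 18.0%, 17.4%, 17.8% and 17.9%, and intergenic sequence 13.9%, 13.4%, 13.7% and 13.8%. Of the DMCs, 14.1%, 14.9%, 15.9% and 16.8% were in promoters, 15.6%, 15.5%, 14.7% and 14.4% in exons, 40.1%, 39.1%, 38.6% and 37.5% in introns, and 30.2%, 30.5%, 30.8% and 31.3% in intergenic sequence. The promoter share of the 158063 DMCs at late carcinoma was most affected by the promoter definition, with 6.45% when only the 2 kb upstream of a TSS were counted. When each of the PyMT samples of late carcinoma was compared alone with the controls, the SD of the promoter share was 0.742 points.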

About 10% of all CpGs captured and about 26% (26% at hyperplasia, 23% at late carcinoma) of DMCs were mapped to putative enhancers (Supplementary Fig. S2A), suggesting DMCs were enriched in enhancers (permutation test *p*-value < 0.05, Supplementary Fig. S2B, Methods). 

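At hyperplasia, adenoma/MIN, early carcinoma and late carcinoma, 14.1%, 14.9%, 15.9% and 16.8% of all DMCs lay within 2 kb of a RefSeq TSS, as did 20.6%, 21.8%, 26.4% and 31.1% of the hyper-DMCs and 11.3%, 11.8%, 10.5% and 9.47% of the hypo-DMCs. The SD of the promoter share of hyper-DMCs was 0.230 points between single late carcinoma samples compared with the same controls. As many positions as there were hyper-DMCs at late carcinoma, 53592, were drawn 1000 times from all DMCs of that stage. The draws had a promoter share of 16.4% to 17.3%, and none reached 31.1% (permutation test, p = 0.001, the smallest that 1000 draws allow). These draws set hyper-DMCs against hypo-DMCs and treat positions as independent. In the controls 92.5% of promoter positions were below 10%, where a loss of 10 points can hardly be called. The excess over the draws thus follows in part from the threshold. The outcome depended on the set drawn from. Drawn from the 1250435 positions tested, of which 59.7% were promoter positions, the shares lay between 58.9% and 60.5%, and all 1000 draws were above the 31.1% of the hyper-DMCs. Counting 2 kb upstream only, 11.5% of hyper-DMCs were in promoters, the largest move among the alternatives. From the promoter shares of DMCs and of hyper-DMCs, the paper proposes that hypermethylation is biased toward promoters. It does not name the set that its own permutation test drew from.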

About 14% of DMCs and 28% of hypermethylated DMCs were mapped to promoters (Supplementary Fig. S2C), suggesting hypermethylation is biased toward promoters (permutation test *p*-value < 0.05, Supplementary Fig. S2D). Not many hypomethylated DMCs (and DMCs overall) were detected in the promoter regions, possibly due to their low methylation in general.

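In the FVB controls the promoter positions had a mean methylation of 4.11% and a median of 0.128% (711318 positions covered in all 12 controls), and 92.5% of them were below 10%. The mean was 62.9% in exons, 58.5% in introns and 62.4% in intergenic sequence. At late carcinoma, promoter positions with a control methylation under 10% were hypo-DMCs in 0.0232% of cases and hyper-DMCs in 1.17%. A hypo-DMC requires a loss of at least 10 points, so the low rate of hypo-DMCs in this class follows from the threshold and does not test whether a low starting methylation is the reason for few hypo-DMCs in promoters. The rate was also low in this class in exons (0.302%), introns (0.194%) and intergenic sequence (0.183%). Promoter positions between 10% and 50% were hypo-DMCs in 13.7% and hyper-DMCs in 20.8% of cases, and those between 50% and 100% in 22.3% and 9.51%. In this highest class, positions were hypo-DMCs in 16.0% of cases in exons, 22.9% in introns and 29.7% in intergenic sequence. They were hyper-DMCs in 6.71%, 7.12% and 3.77% of cases. In the middle class hypo-DMCs were more frequent outside promoters, with 23.4% in exons, 25.5% in introns and 26.6% in intergenic sequence. The hyper-DMC rates of that class were 24.9%, 22.1% and 17.7% in these 3 compartments. In the lowest class they were 5.39%, 4.56% and 4.18%, each above the rate in promoters. The tested promoter positions numbered 655368 in the lowest class, 30007 in the middle and 23190 in the highest. The paper proposes that promoters hold few hypomethylated DMCs because their methylation is low to begin with.

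**Figure D3:**
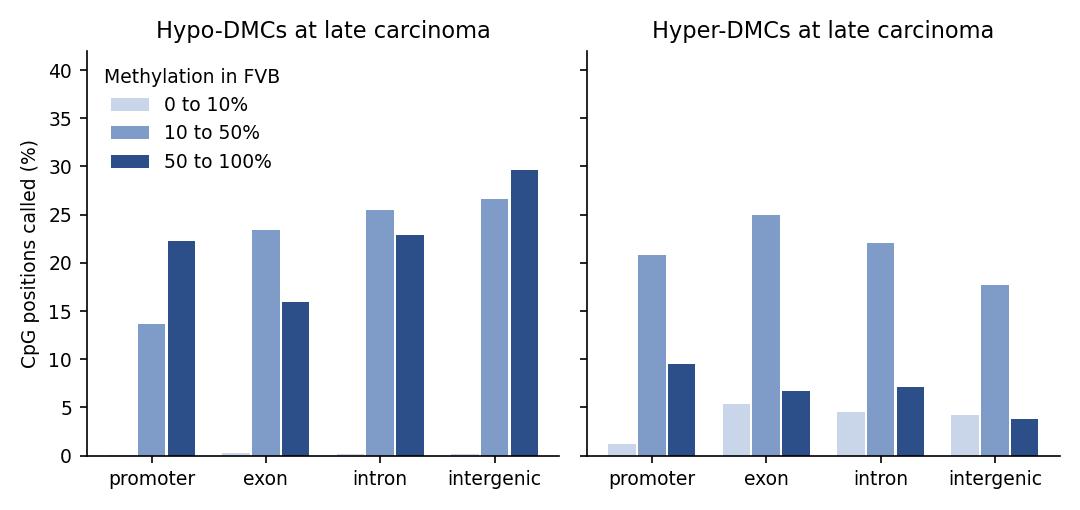
Percent of tested positions called as hypo-DMCs (left) and hyper-DMCs (right) at late carcinoma, by compartment and by the methylation of the position in the controls. Promoter positions above 50% in the controls were hypo-DMCs in 22.3% of cases. In the class under 10% the rate (0.0232% in promoters) is held down by the 10 points that a DMC requires.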

We then analyzed the pathway enrichment among genes linked to promoters and enhancers with hypermethylated DMCs (Fig. 3A,B), assuming nearest genes within 10 kb of an enhancer as its targets. Genes with hypermethylated DMCs in promoters were enriched in targets of PRC2, EED, and SUZ12 (Fig. 3A, FDR < 0.05). Putative targets of hypermethylated enhancers were also enriched in PRC2 targets (Fig. 3B, FDR < 0.05). We further observed a significant reduced expression of such PRC2 target genes with promoter hyper-DMCs comparing to all PRC2 targets in all four stages (Fig. 3C, Wilcoxon-test *p*-value < 0.05). In addition, three core components of PRC2 (EZH2, EED and SUZ12) all exhibited higher mRNA expression in PyMT samples than in controls (Fig. 3D). Two core components of PRC2 (EHZ2 and EED) are E2F targets and we observed higher expression of E2Fs in the PyMT mice as well (Fig. 3E).

**Figure 3:**
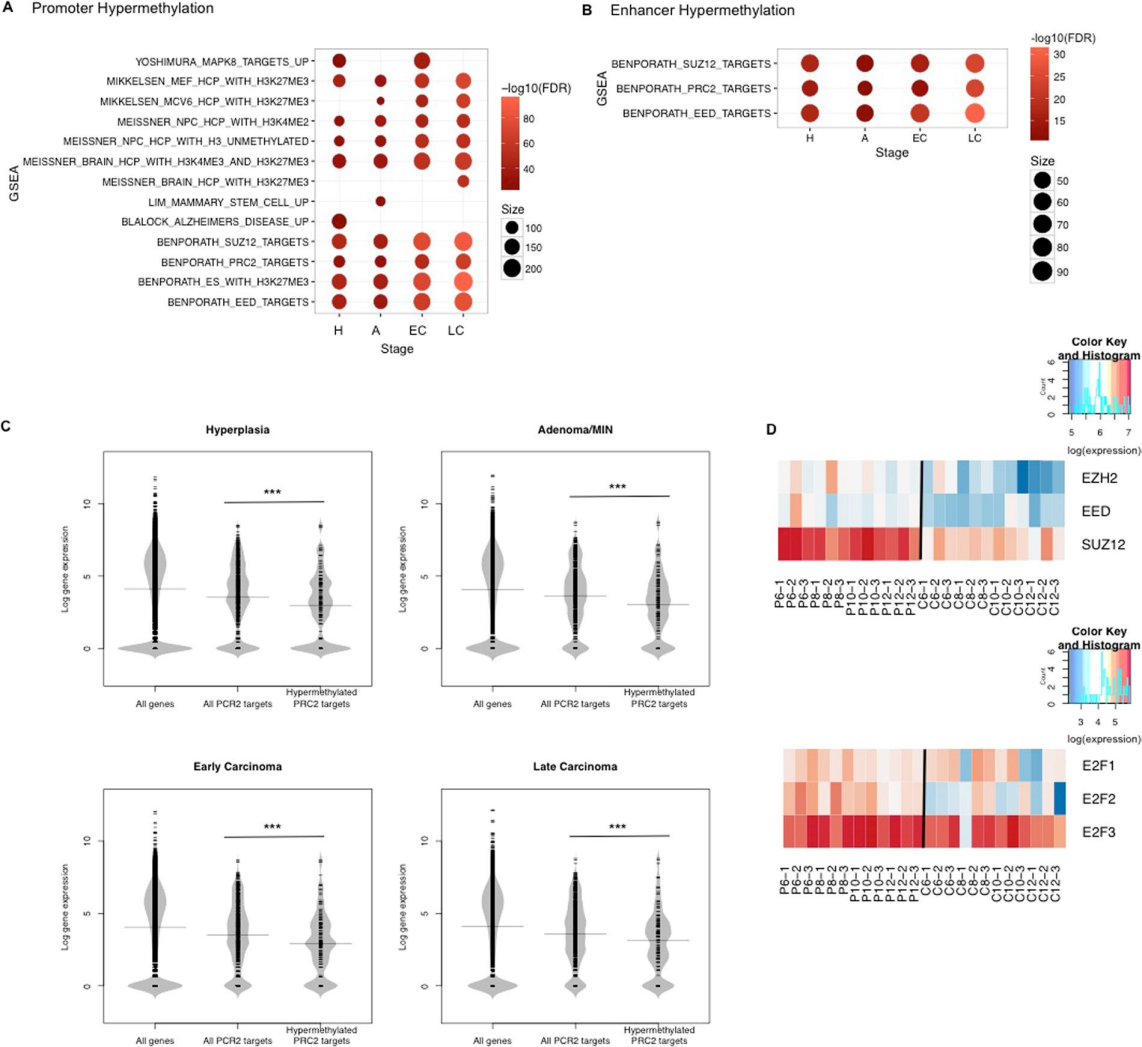
PRC2 targets enrichment and expression. (**A**) Gene set enrichment analysis with GSEA on genes with promoter hypermethylation. The top 10 terms with most significant FDR at each stage were plotted. H = hyperplasia, A = adenoma/MIN, EC = early carcinoma, LC = late carcinoma. Color represents –log_10_(FDR), dot size represents the number of genes overlapping each term. (**B**) Gene set enrichment analysis with GSEA on hypermethylated enhancer target genes. (**C**) Log transformed gene expression of PRC2 targets with promoter hypermethylation (at week 12) compared with all PRC2 targets and all genes. (***Wilcoxon-test *p*-value < 0.05) (**D**) Log transformed gene expression of EZH2, EED and SUZ12. (**E**) Log transformed gene expression of E2Fs. P = PyMT, C = controls, 1–3 represent 3 biological replicates.

To further study how gene expression is affected by DNA methylation in each cancer developmental stage, we analyzed together genes with promoter DMCs identified in this study and differentially expressed genes (FDR < 0.05) that we identified earlier in our study of mRNA expression of this PyMT mouse model^30^. Comparing PyMT samples from the four stages with age-matched normal tissues from controls, we identified 101, 109, 159, and 198 genes, respectively, with both hypomethylated DMCs in promoter and increased gene expression and 131, 152, 216 and 249 genes with both hypermethylated DMCs in promoter and reduced gene expression. 

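Expression values are not in the files analysed here, and the methylation of the named promoters was looked up. Of the 13 genes listed for week 10, 11 had a promoter hyper-DMC at early carcinoma and 6 already at hyperplasia. Of the 17 genes listed for week 12, 16 had a promoter hyper-DMC at late carcinoma and 5 at hyperplasia. The PyMT minus FVB difference of mean promoter methylation at late carcinoma was positive for 12 of the 13 genes (median 1.1 points) and for 14 of the 16 genes of the second list with at least 3 covered positions (median 3.08 points). The largest change was that of Tagln (chromosome 9, 45929628 to 45936058, minus strand, 23 positions, mean coverage 79.5). Its promoter methylation in PyMT was 40.2% ± 6.39, 43.7% ± 3.79, 51.4% ± 5.55 and 55.0% ± 1.34 at the 4 stages (SD, n = 2, 3, 3 and 2), against 16.1% ± 2.15, 17.0% ± 5.70, 18.0% ± 1.72 and 18.3% ± 1.20 in the controls (SD, n = 3 each), and every PyMT sample was above every control (permutation p = 2e-05, adjusted p = 5.71e-05). Fap (chromosome 2, 62500936 to 62575509, minus strand, 8 positions, mean coverage 47.2) had 73.0% ± 7.42 (SD, n = 2) in late carcinoma against 60.6% ± 2.98 (SD, n = 3), and Mest (chromosome 6, 30733506 to 30748466, 13 positions, mean coverage 99.7) 59.1% ± 3.73 against 54.1% ± 2.72 (SD, n = 2 and 3). Over all stages the permutation p was 0.00068 for Fap (adjusted 0.00118) and 0.0110 for Mest (adjusted 0.0159). For Mest the difference at hyperplasia was -1.85 points. A coverage minimum of 20 reads moved the late carcinoma difference of Tagln most, from 36.8 to 38.5 points. The paper reports an enrichment of EMT genes among those with both promoter hypermethylation and reduced expression at the carcinoma stages.

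**Figure D4:**
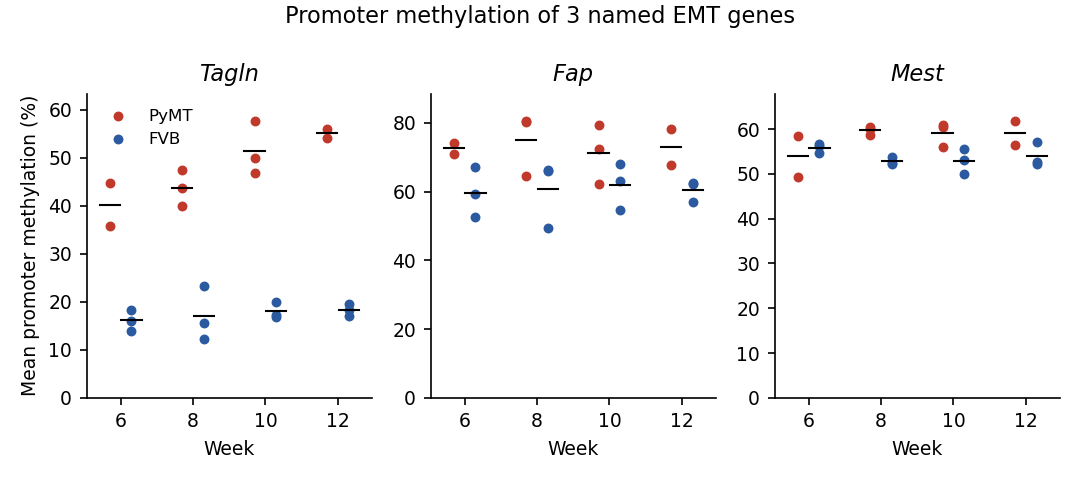
Mean promoter methylation in percent by week for the 3 EMT genes with the largest changes, with a point per sample and a line at the group mean. PyMT samples of Tagln lie above all controls at every week, while those of Fap and Mest overlap with the controls at some weeks.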

Down-regulated genes with promoter hypermethylation were enriched with genes involved in epithelial mesenchymal transition (EMT) in week 10 (FDR < 0.05, *Tagln, Sgcb, Col4a2, Wipf1, Tpm2, Igfbp3, Mest, Col1a1, Tpm1, Mmp14, Fstl1, Fap, Plod1*) and week 12 (FDR < 0.05, *Htra1, Mest, Slit3, Timp3, Tagln, Col4a1, Sgcb, Dpysl3, Tpm2, Col1a1, Wnt5a, Col1a2, Emp3, Fap, Nid2, Fstl1, Tpm1*). Text mining of PubMed literature with an R package RISmed revealed that most of them are with unclear roles in breast cancer except for *Igfbp3, Mmp14, Fap, Timp3* and *Wnt5a*.

### Time-course analysis of DMRs reveals increasing methylation differences as tumor progress

Since a dense region of differentially methylated loci may also have a regulatory impact on TF binding and gene expression, we identified differentially methylated regions (DMRs) – i.e., dense regions of DMCs – using an R package eDMR (with default settings, DMR mean methylation difference ≥20%)^32^. DMRs from various stages have a similar length distribution (median = ~185 bp) and the numbers of DMRs increased as tumor progressed (Table 2). 

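The eDMR package was not available, so regions were formed from tested positions with gaps of at most 100 bp, at least 3 positions, at least 1 DMC with a difference of 25 points or more, and a mean difference of at least 20 points. Hypomethylated regions numbered 5097, 5390, 7476 and 8648 and hypermethylated regions 1442, 1768, 2807 and 3077 at hyperplasia, adenoma/MIN, early carcinoma and late carcinoma. The total rose from 6539 to 11725. The median length was 87, 89, 88 and 88 bp, with quartiles of 53 and 122 bp at hyperplasia and 54 and 122 bp at late carcinoma, and the median region held 4 positions. Requiring at least 5 CpGs and 3 DMCs changed the counts most among the alternatives that formed regions, to 1644, 1703, 2387 and 2562 hypomethylated and 529, 738, 1199 and 1378 hypermethylated regions. Under that alternative too, both counts rose from each stage to the next. In late carcinoma the largest gain among regions in which every PyMT sample lay above every control of its week at all stages lay next to a TSS of Shank2 (chromosome 7, 144284311 to 144284374, distance to the TSS -52 bp, 12 positions, mean coverage 68.5). Its methylation was 74.0% ± 2.2 (SD, n = 2) against 9.7% ± 4.6 (SD, n = 3). Other large gains were in a coding exon of Shroom1 (chromosome 11, 53463715 to 53463909, 23 positions), 102 bp from a TSS of Dyrk4 (chromosome 6, 126921717 to 126921757, 4 positions) and 176 bp from a TSS of Dlc1 (chromosome 8, 36952191 to 36952342), with mean differences of 63.2, 62.6 and 62.1 points. By the 2 kb rule the regions at Shank2, Dyrk4 and Dlc1 are promoter regions. The largest loss was in an intron of Iqub (chromosome 6, 24458203 to 24458241, 4 positions, mean coverage 33.0), with 8.7% ± 4.2 (SD, n = 2) against 84.3% ± 4.6 (SD, n = 3). It was followed by an intergenic region on chromosome 15 (37110717 to 37110763), a coding exon of Axin1 (chromosome 17, 26188132 to 26188183), an intron of Siglec15 (chromosome 18, 78050453 to 78050497) and a coding exon of Fam110a (chromosome 2, 151970266 to 151970308), with mean differences of -75.0, -74.5, -74.3 and -73.8 points. From the counts of regions (Table 2), the paper concludes that regional methylation changes grow in number as tumors progress.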

To study chronological changes of DNA methylation, we analyzed the union of DMRs identified in the four stages (as long as a region was identified as DMR in one stage, we included that region). Unsupervised hierarchical clustering on the union of DMRs revealed three groups (Fig. 4A): groups 1 (1,447) with hypermethylation, group 2 (1,050) with hypomethylation and group 3 (1,790) without significant methylation differences (methylation difference <20%) at the premalignant stages but with a moderate level of hypomethylation at the malignant stages. 

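The union of the regions of all stages held 15005 regions, and 14108 of them had a value at every stage. Hierarchical clustering of these (Euclidean distance, complete linkage) was cut into 3 groups. The hypermethylated group held 3795 regions, with a mean difference between PyMT and FVB of 17.4, 20.0, 25.3 and 26.8 points at hyperplasia, adenoma/MIN, early carcinoma and late carcinoma (SD between regions 9.5, 9.5, 9.7 and 10.2). The most hypomethylated group held 2589 regions, with mean differences of -35.3, -37.2, -45.4 and -43.8 points (SD 9.5, 8.7, 8.9 and 9.8). The remaining group held 7724 regions, with mean differences of -16.1, -17.9, -21.9 and -24.0 points (SD 8.5, 8.0, 8.2 and 8.0). Of its regions, 44.3% had a difference under 20 points at both premalignant stages. That share was 41.2% in the hypermethylated group and 0.0386% in the most hypomethylated group. It therefore does not set the remaining group apart from the hypermethylated one. Group sizes were sensitive to how the tree was built. Average linkage put 10264 regions into the most hypomethylated group and 3 into the remaining one, and with the replicate block the hypermethylated group held 1818 regions. From the 3 groups, the paper describes regions with gains throughout, regions with losses throughout, and regions whose losses become marked at the malignant stages.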

Then we applied GREAT (Genomic Regions Enrichment of Annotations Tool)^33^ to associate DMRs with genes and test for enrichment. Because hypermethylation is often associated with *cis*-regulatory regions, we are more interested in Group 1. Angiogenesis was one of the significantly enriched terms in Group 1 (Fig. 4B).

**Table 2:** Total DMRs.

Stage	Hypomethylation	Hypermethylation	Total
Hyperplasia	1,447	471	1,918
Adenoma/MIN	1,410	594	2,004
Early carcinoma	2,054	1,004	3,058
Late carcinoma	2,221	1,156	3,377

**Figure 4:**
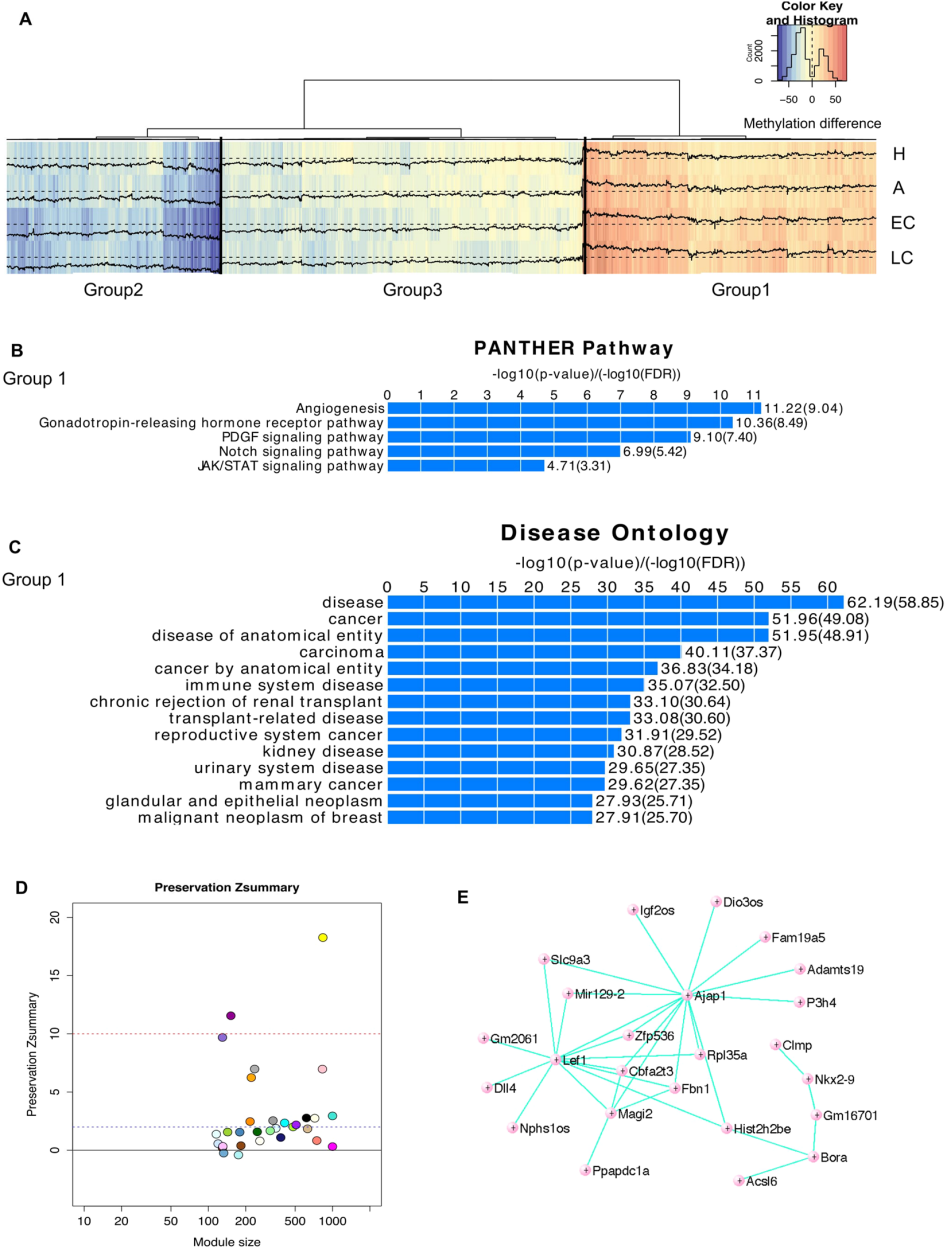
Clusters and enrichment of DMRs. (**A**) Hierarchical clustering of all DMRs detected during cancer progression. Color represents mean methylation differences between PyMT samples and controls. Dashed black lines represent 0 values, solid lines are mean values of methylation difference. (**B**) PANTHER pathway enrichment of Group 1. (**C**) Disease ontology enrichment of Group 1. H = hyperplasia, A = adenoma/MIN, EC = early carcinoma, LC = late carcinoma. (**D**) Preservation z-summary scores for all moduels detected. (**E**) Some hub genes of the pink module, visualized with VisANT^88^.

Genes in Group 1 were enriched in disease ontology terms related to cancer, carcinoma, and neoplasm of breast (Fig. 4C). This suggests the DMRs identified here are of biological significance in breast cancer. We also confirmed the enrichment of PRC2 targets (FDR < 0.05) in this group. 

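Of the 24 genes listed, 23 had at least 3 promoter positions covered in every sample, and Grap had none. Their linked regions can lie outside the promoter, and the values here are those of the promoters. A promoter hyper-DMC was present in 13, 13, 14 and 12 of the genes at hyperplasia, adenoma/MIN, early carcinoma and late carcinoma. Of all 24 genes, 12 had them at every stage and 10 at none. The latter include Grap, in which none could be called. The difference of mean promoter methylation at late carcinoma was positive for 14 and negative for 9 genes, with a range from -2.47 to 41.8 points and a median of 0.734. The largest gain was that of Angpt2 (chromosome 8, 18690263 to 18741562, minus strand, 15 positions, mean coverage 82.3). Its promoter methylation was 70.7% ± 3.18 in hyperplasia against 36.7% ± 7.72 in controls and 78.8% ± 3.86 in late carcinoma against 37.0% ± 4.01 (SD, n = 2 and 3 at both stages). Fzd2 (chromosome 11, 102604431 to 102608058, 67 positions, mean coverage 68.1) rose from 28.4% ± 8.04 (SD, n = 2) in hyperplasia to 43.1% ± 4.40 (SD, n = 2) in late carcinoma, against 10.1% ± 1.81 and 8.86% ± 1.23 in the controls (SD, n = 3 each). Prkcz (chromosome 4, 155260118 to 155361428, minus strand, 133 positions, mean coverage 91.8) had 16.3% ± 1.37 (SD, n = 2) in late carcinoma against 4.98% ± 0.45 (SD, n = 3). All 10 PyMT samples exceeded all 12 controls in each of the 3 genes (permutation p = 2e-05, adjusted p = 5.71e-05). The value of Fzd2 depended on the promoter definition. Its difference at late carcinoma was -0.479 points within 1 kb of the TSS and -2.37 points in the 2 kb upstream.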

In Group 1, we found 30 regions connected to 24 genes in PANTHER angiogenesis pathway (*Fzd1, Angpt2, Wnt5a, Vegfa, Dok3, Grap, Fzd5, Pik3r2, Arhgap8, Wnt7b, Shc1, Notch2, Grb7, Fzd2, Rhoc, Axin2, Pxn, Grb2, Plcg2, Dll4, Pik3c2b, Ephb2, Hras1*, and *Prkcz*), including some *Fzd* genes. We found a hypermethylated DMR in the gene body of *Fzd5* (TSS + 2,655 bp) and overexpression of *Fzd5* in PyMT mice. 

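Fzd5 lies on chromosome 1 of mm10 from 64730558 to 64737750 on the minus strand, with its TSS at 64737750. A hypermethylated region was called in it at late carcinoma only, from 64734908 to 64735313, which is 2437 to 2842 bp downstream of the TSS and in the coding exon. The position that the paper gives, 64735095, falls within it. The region is 406 bp long and held 31 tested positions, 10 of them DMCs with a difference of at least 25 points, and its mean difference was 20.3 points. Over the 28 positions covered in all samples (mean coverage 77.1 reads), methylation in PyMT was 64.5% ± 11.5, 66.3% ± 7.06, 64.3% ± 7.32 and 69.6% ± 3.71 at the 4 stages (SD, n = 2, 3, 3 and 2), against 48.4% ± 6.44, 51.4% ± 3.10, 50.3% ± 2.51 and 48.7% ± 4.75 in the controls (SD, n = 3 each). Every one of the 10 PyMT samples (56.4% to 74.3%) lay above all 12 controls (43.0% to 55.5%, permutation p = 2e-05). The difference before late carcinoma, between 14.0 and 16.1 points, was under the 20 points required of a region. In the promoter of Fzd5 (171 positions, mean coverage 72.8) the methylation was 5.84% ± 0.91 in late carcinoma (SD, n = 2) against 0.98% ± 0.23 (SD, n = 3), and that difference turned to -0.0988 points when only positions within 1 kb of the TSS were used. The reference sequence of the region, plus strand, with 20 bp on each side, is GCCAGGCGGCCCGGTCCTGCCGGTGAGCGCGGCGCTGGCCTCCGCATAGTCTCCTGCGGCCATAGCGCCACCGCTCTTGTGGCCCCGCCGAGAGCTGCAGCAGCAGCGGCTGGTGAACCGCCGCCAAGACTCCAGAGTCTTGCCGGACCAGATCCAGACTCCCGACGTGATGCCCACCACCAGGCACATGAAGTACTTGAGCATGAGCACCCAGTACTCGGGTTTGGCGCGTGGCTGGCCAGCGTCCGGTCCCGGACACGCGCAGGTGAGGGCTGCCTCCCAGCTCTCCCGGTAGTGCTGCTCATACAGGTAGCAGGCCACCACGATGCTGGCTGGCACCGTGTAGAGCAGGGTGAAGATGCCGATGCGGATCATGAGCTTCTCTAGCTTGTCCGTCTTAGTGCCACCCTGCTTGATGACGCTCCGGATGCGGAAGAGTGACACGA. Expression of Fzd5 was not analysed here. The paper sets the hypermethylation of the gene body beside a higher expression of Fzd5 in PyMT mice.

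**Figure D5:**
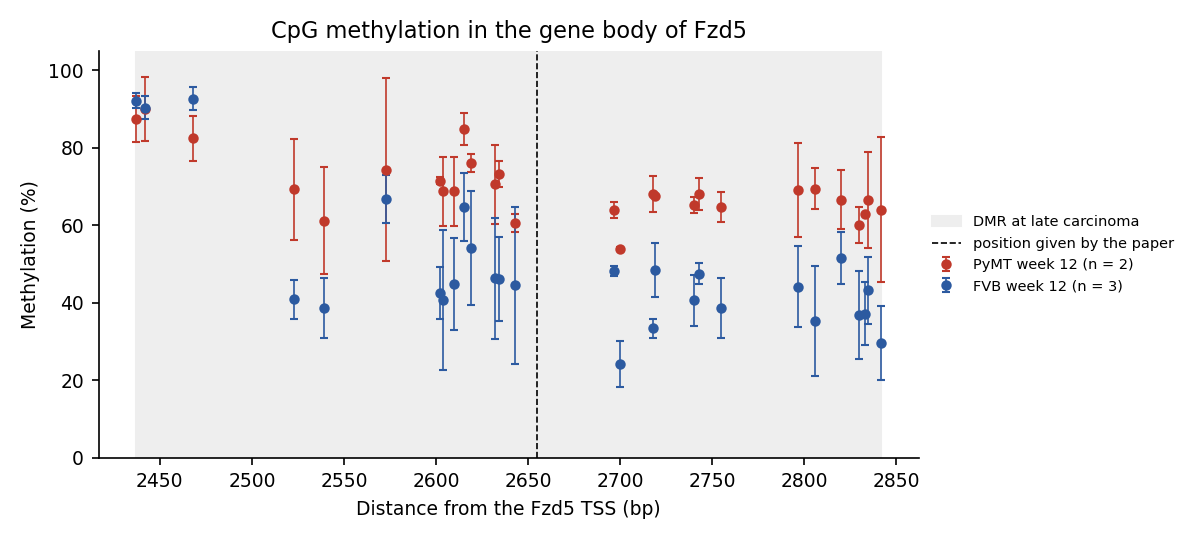
Methylation in percent of each position covered in all samples in the Fzd5 region, against its distance downstream of the TSS in bp, as the mean and SD of the 2 PyMT and the 3 FVB samples of week 12. The gain is spread over most of the region, and the positions within 50 bp of its TSS-proximal end are highly methylated in both groups.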

*Fzd* genes encode Frizzled class receptors, which initiate Wnt signaling cascade when activated. The COSMIC (Catalogue of Somatic Mutations in Cancer)^34^ database reported overexpression of *Fzd5* in 475 TCGA cancer samples. Previous studies also observed hypermethylation in the gene bodies of *Fzd1, Fzd2, Fzd7*, and *Fzd10* in pancreatic adenocarcinoma^35^.

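Comparing the 5 premalignant PyMT samples (weeks 6 and 8) with the 5 malignant ones (weeks 10 and 12) over 1200646 positions gave 28361 DMCs, of which 15843 (55.9%) gained and 12518 lost methylation at the malignant stages. The same comparison of the 6 younger with the 6 older FVB controls over 1175637 positions gave 10520 DMCs, 7442 with a gain and 3078 with a loss. The mean coverage of the samples lay between 60.2 and 79.2 reads in PyMT and between 63.5 and 79.2 reads in FVB. Leaving out PyMT replicate 1 reduced the PyMT count to 18237, and leaving out FVB replicate 3 raised the FVB count to 18538. Requiring also that the premalignant and malignant samples not overlap at a position left 4398 DMCs in PyMT and 770 in FVB. A difference of at least 25 points cut both counts further. So did an overdispersion correction with a chi-square test, chosen after seeing the data. With an F test in that correction no DMC was called. The replicate block gave 23872 and 10083. The PyMT minus FVB difference of the mean PC1 score was 591 at the premalignant and 802 at the malignant weeks. From the profiles, the paper describes a clear transition at the step to malignancy.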

In addition, our DNA methylation profiles showed a clear transition from the premalignant to the malignant invasive stages (Fig. 2A,B). To further investigate DNA methylation changes in the malignant transition, we compared all premalignant PyMT samples (weeks 6 and 8) with all malignant samples (weeks 10 and 12) and mapped DMCs (methylation difference ≥10% and *q*-value < 0.01) identified to gene promoters. To minimize effects due to mammary gland development, we filtered out genes that were also identified by a similar comparison using control samples. We found 496 and 943 genes with promoter hypomethylation and hypermethylation, respectively, at the malignant stages compared with early lesions. 

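Promoter hyper-DMCs of the comparison of malignant with premalignant PyMT samples (n = 5 each) were found in 1862 genes and promoter hypo-DMCs in 736. The same comparison of the controls (n = 6 each) found 680 and 360 genes. Taking away the genes with a DMC of the same direction in the controls removed 232 and 51, which left 1630 genes with promoter hypermethylation and 685 with promoter hypomethylation. Of these, 1344 (82.5%) and 555 (81.0%) also had a promoter DMC of that direction in late carcinoma against age-matched controls. Among the alternatives set before the files arrived that still called DMCs, a difference of at least 25 points cut the numbers most, to 184 and 37. Requiring that the samples of the 2 sides not overlap left 605 and 109. With the replicate block they were 1547 and 549. With promoters of 1 kb on each side of the TSS they were 1285 and 389.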

Those 943 genes were enriched in PRC2 targets (Fig. 5A). The results are consistent with DMC and DMR analysis that genes with increased methylation during cancer progression were enriched in PRC2 targets.

**Figure 5:**
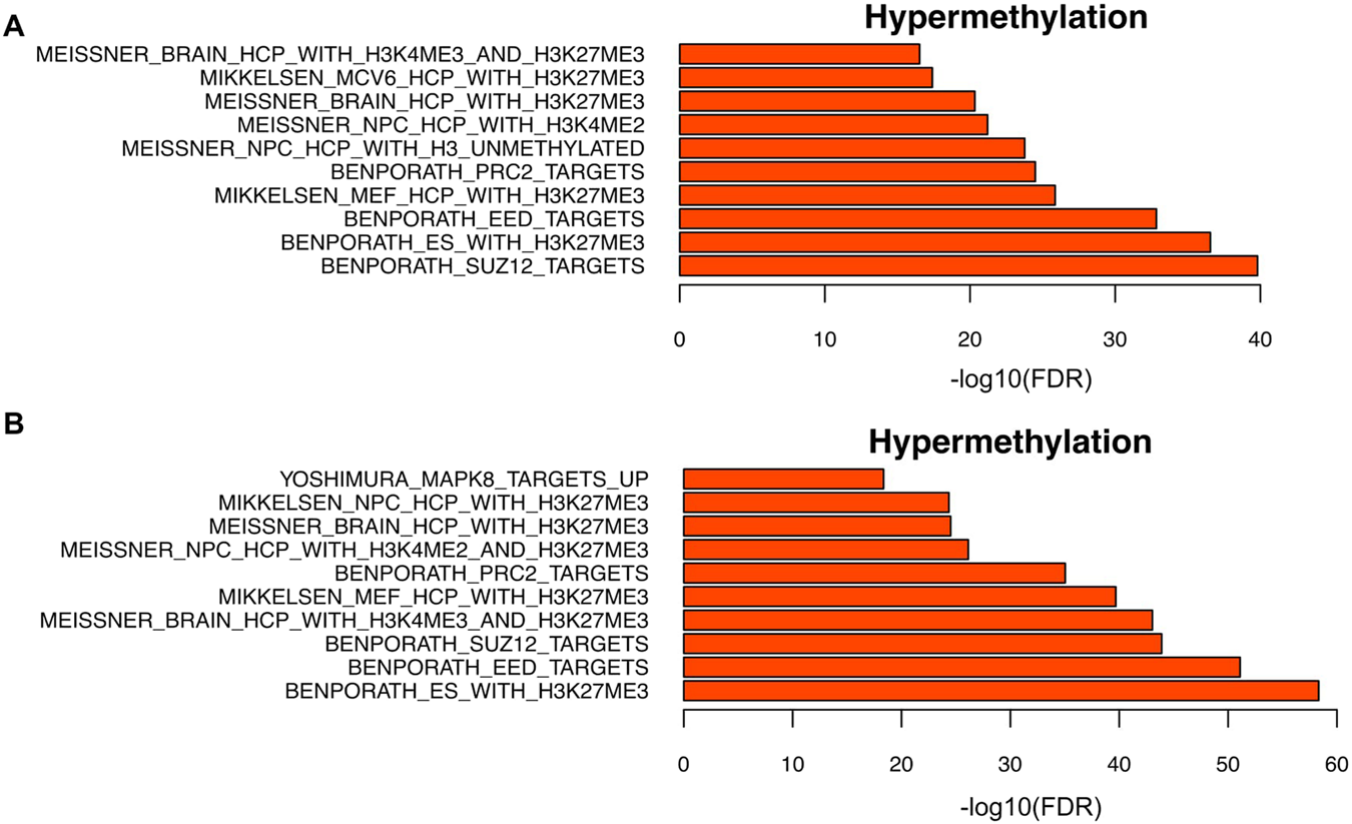
GSEA gene set enrichment. (**A**) Genes with promoter hypermethylation during malignant transition enriched in PRC2 targets. (**B**) Genes with promoter hypermethylation (DMR methylation difference ≥40% and *q*-value < 0.05) in luminal B TCGA samples enriched in PRC2 targets.

### Co-methylation network analysis

In addition to the differential methylation analyses, we built and explored the co-methylation gene network to investigate gene functions at a higher systems level. We discovered 31 modules, including a module that was highly preserved between PyMT samples and controls as measured by the z-summary score (colored in pink in Fig. 4D) and also showed increased methylation (Wilcoxon test, adjusted *p*-value < 0.05) in PyMT samples. After mapping DMCs in this module to gene promoters, we discovered an enrichment of SUZ12, EED and PRC2 targets (FDR < 0.05) among genes in this module. Moreover, we identified genes – e.g., *Ajap1* and its network neighbors – with strong co-methylation connections in this module (Fig. 4E). 

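Ajap1 lies on chromosome 4 of mm10 from 153373221 to 153483795 on the minus strand, with its TSS at 153482830. Its promoter held 235 positions covered in every sample, with a mean coverage of 74.9 reads. Of these, 20, 101, 146 and 215 were hyper-DMCs at hyperplasia, adenoma/MIN, early carcinoma and late carcinoma. Counting every promoter position tested at a stage, the hyper-DMCs numbered 20, 103, 156 and 234. The promoter methylation was 5.46% ± 0.90, 12.2% ± 2.98, 17.3% ± 2.39 and 28.8% ± 1.29 in PyMT (SD, n = 2, 3, 3 and 2) and 1.42% ± 0.35, 1.26% ± 0.21, 1.59% ± 0.11 and 1.42% ± 0.18 in the controls (SD, n = 3 each). All 10 PyMT samples lay above all 12 controls (permutation p = 2e-05, adjusted p = 5.71e-05). Restricting the promoter to the 2 kb upstream changed the difference at late carcinoma most, from 27.4 to 28.5 points. Of the 15 network neighbors that the paper draws around Ajap1 (Fig. 4E), 14 had upstream positions covered in every sample. Their mean upstream methylation was correlated with that of Ajap1 within each strain, which made 28 relations. In the 10 PyMT samples r was positive for all 14 genes, with a median of 0.611, and 4 relations had an adjusted p under 0.05. For Fam19a5 r was 0.940 (permutation p = 4e-05, rho = 0.927, permutation p = 0.00025, r without the 2 farthest samples 0.896, adjusted p = 0.00112). For Dll4 r was 0.843 (permutation p = 0.00121, rho = 0.903, permutation p = 0.00079, without the 2 farthest 0.912, adjusted p = 0.0169). For Magi2 it was 0.844 (permutation p = 0.00219, rho = 0.903, permutation p = 0.00089, without the 2 farthest 0.760, adjusted p = 0.0204). For Zfp536 it was 0.811 (permutation p = 0.00444, rho = 0.721, permutation p = 0.0237, without the 2 farthest 0.646, adjusted p = 0.0311). The PyMT samples span 4 stages. Upstream methylation of Ajap1 and of several neighbors, among them Fam19a5, Dll4 and Zfp536, rose at each stage. Other neighbors did not rise steadily, such as Lef1 with 3.67%, 1.83%, 4.61% and 2.81%. In the 12 FVB samples r was positive for 3 of the 14 genes, with a median of -0.141 and no adjusted p under 0.279. From its network, the paper names Ajap1 and its neighbors as strongly connected genes of a module with increased methylation in PyMT.

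**Figure D6:**
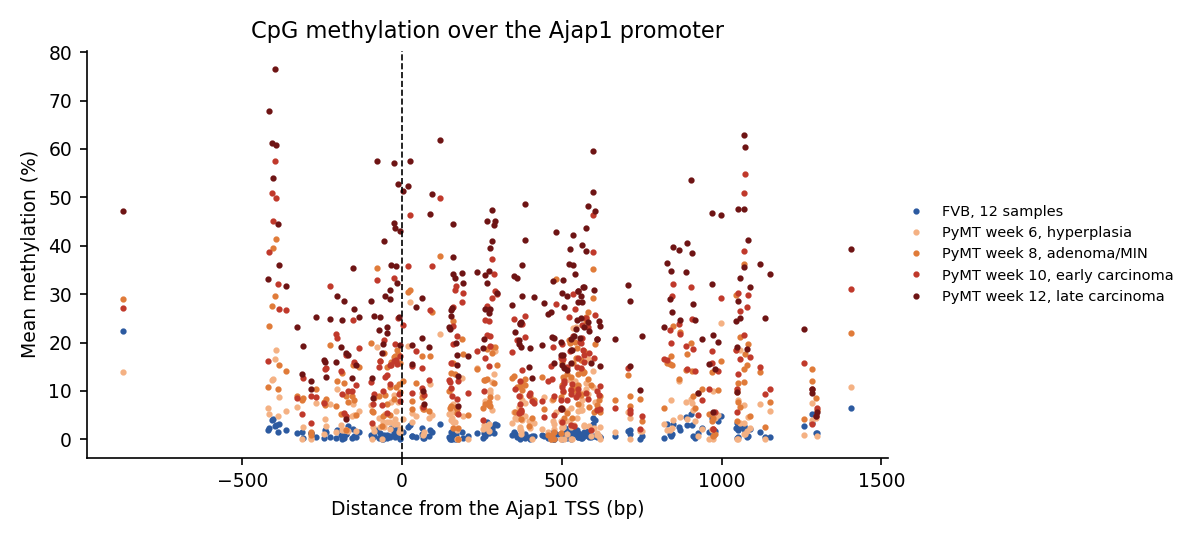
Mean methylation in percent of each position of the Ajap1 promoter covered in all samples, against its distance from the TSS in bp, for all FVB samples together and for the PyMT samples of each stage. The controls stay near 1.42% across most of the promoter, and the PyMT means rise stage by stage to 28.8% on average at late carcinoma.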

Interestingly, the putative tumor suppressor AJAP1 has been suggested to be epigenetically silenced by DNA methylation in many glioblastoma^36^ and its reduced expression might be associated with patients’ better survival outcome^37^.

### TCGA breast invasive carcinoma samples exhibit DNA methylation dysregulation in PRC2 targets

To translate our findings from the PyMT mice to human, we studied TCGA breast carcinoma data of gene expression (RNA-sequencing) and DNA methylation (HumanMethylation450 BeadChip). After subtyping all human breast cancer cases into molecular types using the AIMS method^38^, we end up with 269 luminal A, 189 luminal B, 111 HER2-enriched, and 142 basal-like samples. We used the bump-hunting method implemented in the R package minfi to identify DMRs (methylation difference ≥25% and FDR < 0.01 or 0.05) by comparing tumor samples with normal mammary gland controls in each subtype. We then carried out enrichment analysis on genes with hypo- or hyper-methylated promoter in the luminal B subtype, which is most closely recapitulated by the PyMT mice^26,27^. Genes with promoter hypermethylated DMRs were enriched in PRC2 targets (Fig. 5B). There were 313 PCR2 targets and their expression was significantly reduced when compared with all PRC2 targets (Supplementary Fig. S3A, Wilcoxon-test *p*-value < 0.05). The enrichment of PRC2 target genes was a common signature for other subtypes: we found 271, 206 and 43 PRC2 targets with promoter hypermethylation in luminal A, HER2-enriched and basal-like subtypes, with a significant overlap among these genes (Supplementary Fig. S3B).

To narrow down the candidate gene list, we used 12 PRC2 target genes overlapped between 60 PRC2 targets (DMR methylation difference ≥40% and FDR < 0.01) and 130 PRC2 targets with significantly reduced expression (FDR < 0.05) as a gene panel to test if they can predict metastasis risk in human patients. We applied the gene list to Gene Expression-Based Outcome for Breast Cancer (GOBO)^39^ and found there was a significant difference on distant metastasis-free survival (DMFS) between patients with high and low expression of those genes (Supplementary Fig. S3C). This suggests potential biological importance of DNA methylation mediated gene silencing in breast cancer. Because many PRC2 targets function in cell differentiation/differentiation, we further explored six such genes (*SLIT2, PDGFRA, GATA6, TAL1, FLI1, KLF4*) among the 12 genes; only *KLF4* is known to be involved in breast cancer based on text mining. They also presented prognostic value in breast cancer patients (Supplementary Fig. S3D), hence can be potential novel biomarkers that worth further investigation.

## Discussion

We observed, for the first time, a global dysregulation of DNA methylation during malignant breast cancer progression in the MMTV-PyMT mouse model. In addition to a global hypomethylation and possible preservation of DMCs, we observed an increase of both DMCs number and degree of methylation difference during tumor development. 

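Over the 1140639 positions covered in all samples, the mean methylation was 24.79% ± 0.17 in hyperplasia (SD, n = 2) against 25.97% ± 0.13 in the age-matched controls (SD, n = 3), a difference of -1.18 points. It was 24.73% ± 0.22 against 26.02% ± 0.12 in adenoma/MIN (SD, n = 3 each, -1.29 points), 24.91% ± 0.23 against 26.25% ± 0.016 in early carcinoma (SD, n = 3 each, -1.34 points) and 24.82% ± 0.10 against 26.26% ± 0.05 in late carcinoma (SD, n = 2 and 3, -1.44 points). At every stage all PyMT samples lay below all controls, with an exact permutation p of 0.2, 0.1, 0.1 and 0.2, the smallest that these sample sizes allow. Over all stages the difference was -1.31 points (permutation test with labels permuted within week, 100000 resamples, n = 10 and 12, p = 2e-05). Under the alternatives that kept all samples this difference lay between -1.39 and -1.20, the latter with a coverage minimum of 20 reads. With the coverage-weighted mean, the differences at the single stages ranged from -2.34 points at adenoma/MIN to -0.713 at hyperplasia. The permutation p over all stages was then 0.0454. The value at adenoma/MIN rests largely on PyMT week 8 replicate 1. Its weighted mean was 18.7%, against 22.5% to 25.8% in the other PyMT samples. The degree of the differences was also followed at the DMCs shared by all stages. At the 11973 shared hyper-DMCs PyMT exceeded FVB by 27.0 points at weeks 6 and 8 and by 33.4 points at weeks 10 and 12 (permutation p = 0.00738 for the change, adjusted p = 0.0183). At the 37169 shared hypo-DMCs the difference was -30.6 and -36.5 points (permutation p = 0.0146, adjusted p = 0.0183). Between these weeks the shared hyper-DMCs changed by 4.51 points in PyMT and by -1.89 in FVB, and the shared hypo-DMCs by -2.57 in PyMT and by 3.36 in FVB, so the controls contributed to both changes and more than PyMT to the latter. From the counts and the size of the differences, the paper describes a dysregulation of methylation across the genome during progression.

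**Figure D7:**
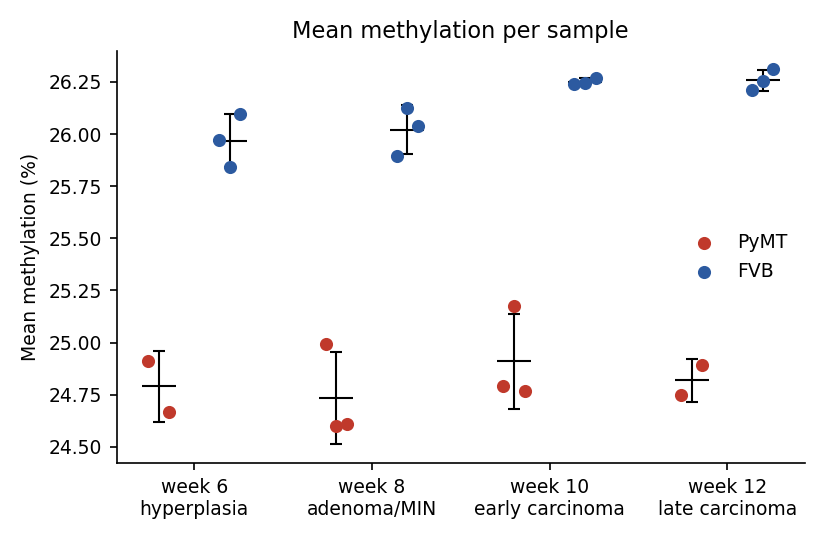
Mean methylation in percent of each sample over the positions covered in all 22 samples, by week, with the mean and SD of each group. The vertical axis starts above 24%. The PyMT samples lie between 24.60% and 25.17%, and the controls between 25.84% and 26.31%.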

Such shift accompanied the malignant transition, with a slight overall shift towards hypermethylation. PRC2 target genes were the primary targets of this epigenetic field defects, these findings may contribute to explain the regulatory mechanisms underlying in breast cancer of PyMT mice and humans.

Based on the status of hormone receptors such as estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor-2 (HER2), breast cancers can be largely clustered into five subtypes: luminal A, luminal B (represented by the PyMT mouse model), HER2-enriched, basal-like, and normal-like^40^. The breast cancer hormone receptor status could be connection to DNA methylation^41,42^. Thus, in addition to these hormone receptors, DNA methylation also exhibit subtype-specific patterns, which has been shown in studies of cell lines, tissue samples, and TCGA data. For example, Park *et al*. reported distinct promoter CpG island methylation among breast cancer subtypes at 12 loci related to tumor progression, including *APC*, *DLEC1*, *GRIN2B*, *GSTP1*, *HOXA1*, *MT1G*, *RARB*, *RASSF1A*, *RUNX3*, *SCGB3A1*, *SFRP1*, and *TMEFF2*^43^. Dedeurwaerder *et al*. profiled DNA methylation in 248 breast tissues and characterized new breast cancer subtypes associated with T lymphocyte infiltration beyond the widely-used cancer classification based on gene expression profiles^44^. In the initial TCGA BRCA study, epigenetic changes in more than 800 breast tumors were detected^19^. Hierarchical clustering of methylation values of all samples revealed several groups corresponding to intrinsic subtypes, with one group showing hypermethylation significantly enriched for luminal B subtype samples and with low frequency of PIK3CA, MAP3K1 and MAP2K4 mutations. Some 490 genes, enriched in Wnt signaling, exhibited both DNA hypermethylation and reduced expression.

The higher methylation in luminal B samples has been also observed previously. In one study^45^, DNA methylation difference among luminal A, luminal B and basal-like subtype was readily observed in 189 breast tumor samples with basal-like ones being least frequently methylated. In particular, targets of PRC2 (Polycomb repressive complex) showed higher methylation in luminal B samples. In another^17^, 15 CpG loci were found differentially methylated among various subtypes and novel epigenotypes that distinguish basal-like tumors from HER2-overexpressing tumors. In a more recent study^46^, the unsupervised clustering of 188 breast tumor samples revealed seven DNA methylation epigenetic subgroups as epitypes. Only hypermethylation patterns in luminal subtypes might play roles in tumor progression but not that in basal-like subtype. In addition, studies of breast cancer cell lines have also identified distinct methylation patterns on CpG island shores among subtypes as well as hypomethylation in the basal-like B subtype^47,48^.

The study by Fang *et al*.^49^ has established foundations of epigenetic changes in the metastatic process of breast caner and showed that breast cancer can be characterized by B-CIMP (breast CpG isalnd methylator phenotype). The aforementioned study as well showed elevated methylation levels and frequencies in some gene promoters as well as a gradual increase in the number of methylated genes from normal mammary tissue to FEA, ADH and DCIS^23^. Here we report a global dysregulation of DNA methylation starting as early as the hyperplasia stage. Moreover, our previous analysis showed that genes such as *Dnmt1* implicated in DNA methylation were differentially expressed between PyMT samples and controls^30^. Although no significant DNA methylation changes was found in DNMTs and TETs genes, which are all key players in DNA methylation process, we observed an increased expression of DNMT3B in late carcinoma stage (log2 fold change is 1.28, FDR = 0.02) from a previous study of mRNA expression in this mouse model^30^. 

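The promoters of the 7 genes Dnmt1, Dnmt3a, Dnmt3b, Dnmt3l, Tet1, Tet2 and Tet3 held 717 positions covered in every sample. Among the promoter positions tested at a stage, DMCs were called at 9 in 4 genes, counting a position called at several stages once, and no DMC was called for Dnmt3a, Tet1 or Tet2. Dnmt3b (chromosome 2, TSS at 153649449) had 3 hyper-DMC positions, at -1436, -1435 and -1402 bp from the TSS. At 153648014 the difference was 31.3 points at hyperplasia, 26.0 at adenoma/MIN, 19.6 at early carcinoma and 15.0 at late carcinoma. Its mean promoter methylation over 91 positions (mean coverage 72.5) was 3.29% ± 0.05 in late carcinoma (SD, n = 2) against 2.96% ± 0.32 (SD, n = 3). Dnmt3l (chromosome 10, 78042287 to 78063622) had 4 hypo-DMC positions at every stage, from 78057291 to 78057330. They lay within 2 kb of an alternative TSS in the gene but not within 1 kb of it. Over these 4 positions (mean coverage 63.3) methylation was 41.7% ± 8.44, 45.1% ± 11.9, 43.9% ± 3.98 and 45.8% ± 4.91 in PyMT (SD, n = 2, 3, 3 and 2), against 75.6% ± 12.0, 77.8% ± 4.77, 83.4% ± 2.92 and 77.7% ± 4.49 in the controls (SD, n = 3 each), with all 10 PyMT samples below all 12 controls (permutation p = 2e-05, adjusted p = 5.71e-05). Dnmt1 had 1 hyper-DMC position (1036 bp downstream of the TSS) with a difference of 15.4 points at late carcinoma, and Tet3 had 1 with 27.4 points at late carcinoma and a mean coverage of 28.2 reads. The mean promoter difference at late carcinoma was 0.47 points in Dnmt1, 0.03 in Dnmt3a, 0.34 in Dnmt3b, -0.14 in Tet1, 0.06 in Tet2 and 0.55 in Tet3. No DMC remained when the promoter was cut to 1 kb on each side of the TSS. The paper turns to the expression of these genes and reports a higher expression of Dnmt3b in late carcinoma. It adds this to the dysregulated methylation from hyperplasia on and the changed expression of genes such as Dnmt1. Taken together, these are for the paper strong evidence of an interplay between methylation and expression.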

Together all provided strong evidence for interplay between dysregulation of DNA methylation and abnormal gene expression in tumorigenesis of breast cancer.

We also observed a similar enrichment of PRC2 targets among genes with promoter hypermethylation in the PyMT mice as well as in human breast cancer. This is very much in consistent with the findings in normal tissue adjacent to breast cancer exhibiting DNA methylation alterations, which are also associated with PRC2 targets^24^. Previously, cancer specific promoter DNA hypermethylation acossicated with Polycomb targets was observed^50–52^. In our study, we extended the observations to early stage lesions. It has been found that DNA methylation affects Polycomb target genes prior to cervical neoplastic transformation, and such risk can be predicted^53^. Recently, another study also found genes with promoter methylation alterations starting in early stage of cervical intraepithelial neoplasia were enriched in PRC2 targets^54^.

We hypothesized that there is a regulatory cascade from E2Fs to PRC2-mediated gene silencing, which connected our findings from both expression profiles and DNA methylation profiles. Two core components of PRC2 – EED and EZH2 – are targets of E2Fs^55,56^. Together with the E2Fs, they showed increased mRNA expression in PyMT samples. As discussed before, we also found elevated expression of *Dnmt1*, which is an E2F target as well^55,57^. The elevated E2Fs levels may result in increased expression of DNMT1, EED and EZH2, leading to reduced expression of PRC2 targets.

SUZ12, EED, and EZH2 are three core components of PRC2. EZH2 catalyzes histone H3 trimethylation of lysine 27 (H3K27me3), leading to transcriptional repression. EZH2 and SUZ12 are known to initiate tumorigenesis, and are overexpressed in various human cancers^58–60^. Increased expression of *EED* and *EZH2* was detected in human breast cancer lymph node metastases^61^. Overexpression of *EZH2* was as well reported in prostate cancer and is suggested to be involved in tumor progression^62^. It is also considered a marker of tumor aggressiveness in breast cancer^63^. Increased expression of PRC2 core subunits may promote malignant progression through EMT (epithelial–mesenchymal transition) by repressing E-cadherin^64–66^. The results of EZH2 high activation seem to be context specific: the molecule can transcriptionally silence DNA-damage repair genes, pRB tumor suppressor and lineage specification genes, all leading to cancer as a common consequence^67^. Many PRC2 targets are involved in differentiation, and the fact that EZH2 suppresses expression of some lineage specification genes suggests that EZH2 may promote transformation by repressing differentiation^67^. In our study, we also observed reduced expression of some PRC2 targets fuctioning in differentiation in PyMT mice.

It is known that DNA methylation and H3K27me3 are both involved in epigenetic gene silencing. In general, H3K27me3 and DNA methylation are mutually exclusive at CpG islands^68^, but the two repressive marks are more likely to co-occur at CpG islands and TSS of silenced genes in cancer^69^. Although the relationship between PRC2-mediated gene silencing and DNA methylation remains elusive, it seems to be more than a dual repression. In one study, epigenetic repression occurs first through gain of H3K27me3 and then through gain of DNA methylation^70^. In another study with mouse embryonic stem cells (ESCs), PRC2 is required for DNA methylation at some genes, while DNA methylation represses H3K27me3 placement globally^71^. Although EZH2 may recruit DNMTs^72^, it is suggested that the recruitment of DNMT3A to specific sites by EZH2 alone may not be sufficient for *de novo* DNA methylation^73^. Multiple factors, such as transcription factors and histone modification are involved in recruiting PRC2 to targeted genomic regions^74^. Studies also suggested that the long non-coding RNA (lncRNA) *HOTAIR* interacts with PRC2 and is required to target its occupancy^75^. In breast cancer, *HOTAIR* showed increased expression in primary tumors as well as metastases^76^. In addition to lncRNA, another type of non-coding RNAs: microRNA, also contribute to breast cancer progression in this PyMT mice as sugguested by our previous study^77^. Taken together, there seems be a synergy of epigentic regulation and gene expression in the PyMT mouse model of breast cancer.

Although our current findings need further validation and more studies to understand the functional links between E2Fs-(PRC2/DNMTs)-PRC2 targets repression, it is important to point out that EZH2 and DNMT1 are targeted by multiple drugs (EZH2: EI1, EPZ-6438, GSK126; DNMT1: PROCAINAMIDE, IFOSFAMIDE, DECITABINE, CISPLATINUM) according to DGIdb (Drug-Gene interaction database)^78^. The elevated expression of both genes may warrant a combinatory use for breast cancer early treatment and metastasis prevention. The findings from this study help to improve our understanding of the molecular mechanisms of breast cancer progression in the MMTV-PyMT mouse model as well as in humans. Combining it with our previous mRNA study, we found that gene expression and DNA methylation changes precede tumor malignant transition in this mouse model. New breast cancer candidate genes discovered in both studies warrant further investigation and may serve as cancer biomarkers for prognosis.

## Methods

### Animals and tissue collection

This study was approved by the Institutional Animal Care and Use Committee (IACUC) of Albert Einstein College of Medicine. All procedures involving mice were conducted in accordance with the National Institutes of Health guidelines concerning the use and care of experimental animals. Male PyMT mice (FVB/N-Tg (MMTV-PyVT) 634Mul/J mice, Stock Number: 002374, the Jackson Laboratory) were randomly bred with homozygous FVB females to obtain F1 female mice (PyMT mice hereafter). They were heterozygous for the PyMT transgene, they developed breast cancer spontaneously and were used as cases. Age matched homozygous FVB females were used as controls.

We selected four time points, corresponding to the main stages of tumor progression: most PyMT mice develop hyperplasia at week 6, adenoma/MIN at week 8, early carcinoma at week 10, and late carcinoma with lung metastasis at week 12^25^. At each time point, three PyMT mice and three age-matched controls were sacrificed, bulk mammary tumors and normal mammary glands were collected, snap froze and stored at −80 °C until use. The histological changes undergoing in the PyMT samples dissected for DNA methylation analysis was evaluated by a pathologist after H&E staining. Typical features of the tumor developmental stage based on the mouse age were observed (see our previous paper^30^ for details. Samples used for RNA-sequencing and ERRBS were not necessarily from the same tumor piece.)

### Enhanced Reduced Representation Bisulphite Sequencing (ERRBS)

Total genomic DNA was extracted from the snap frozen samples using a phenol-chloroform method^79^. DNA samples passing Nanodrop quality control were used for ERRBS following the standard protocol^3,80^.

### Data preprocessing and detection of differential methylation

Raw reads passing Illumina’s purity filter were preprocessed by an ERRBS pipeline^80^, which uses Bismark^81^ to align reads to the mm10 reference genome. All statistical analysis were carried out by R v3.2.1^82^. After assessing samples quality with reads coverage, methylation percentage, and principal component analysis, we removed two outliers from the dataset.

Using the methylKit R package^83^ we analyzed DMCs. We first retained in the analysis reads with ≥10 coverage and captured, on average, ~1.4 million confident loci. 

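Over the 22 samples analysed here the mean number of CpG positions with at least 10 reads was 1369664, from 1314077 to 1435757 per sample, with the strands of a CpG counted separately. The largest change came from merging the strands, after which a sample held 1106853 CpGs on average. With a minimum of 20 reads in place of 10 it was 1196113 positions.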

For each locus, we then calculated a methylation score as percentage of methylation (number of methylated cytosines/(number of methylated cytosines + unmethylated cytosines)) and got the methylation difference between PyMT samples and age-matched FVB control samples. We mapped DMCs (methylation difference ≥10% and *q*-value < 0.01) to genes, using annotation from the UCSC genome browser (https://genome.ucsc.edu). Promoters are defined as RefSeq transcription start site (TSS) ±2 kb. Biological pathways and gene sets enrichment were performed using GSEA^31^. Predicted mouse enhancer regions were obtained from a study using the mouse ENCODE data^84^; enhancer prediction was based on ChIP-seq data of multiple tissues and cell types^84^. Data originally mapped to mm9 was lifted over to mm10 using the R package rtracklayer. Permutation tests were used to demonstrate the significance of DMCs enrichment. For permutation tests, we randomly sampled *n* loci of interest (for example, number of DMCs), and count how many mapped to annotation *X* (for example, enhancers); the process was repeated 1,000 times to generate an empirical distribution of overlap counts and determine a *p*-value.

### Co-methylation network analysis

We adopted methods from the WGCNA (weighted gene co-expression network analysis)^85^ to study gene co-methylation network. We first retained significant DMCs (*q*-value < 0.01) from previous step. Next, for computational efficiency, we further restricted to DMCs in promoter regions 2 kb upstream to TSS. We focused on upstream promoter because the GETx eQTL study^86^ showed an upstream bias (more eQTLs located upstream of TSS), suggesting upstream TSS regions possibly have greater influence on expression. After these two steps, over 21k CpG loci remained and were used to construct a signed co-methylaiton network using an adjacency matrix based on Pearson’s correlation coefficient on every pair of CpG loci. 

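Tested positions with a q-value under 0.01 in the 2 kb upstream of a RefSeq TSS, whatever the size of the difference, numbered 7774 at hyperplasia, 11325 at adenoma/MIN, 14852 at early carcinoma and 14255 at late carcinoma. Together they made 27273 positions, and 25944 of them were covered in all 22 samples. With the replicate block the total was 20954. Correcting for overdispersion with a chi-square test, an alternative chosen after seeing the data, reduced it to 13989. The network itself was not built here.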

Modules were identified using a “dynamic tree cut” method^87^. Preservation of module connectivity patterns between cases and controls were gauged by a z-summary statistic. Modules with high preservation showed significant difference on module eigengene (first principal component of a module) between PyMT samples and controls (Wilcoxon-test adjusted *p*-value < 0.05), meaning methylation values varied in the two groups.

### Bisulphite MassArray verification assays

We performed Bisulfite MassArray to verify our ERRBS results using samples from carcinoma stage. We bisulfite-converted DNA using the Zymo EZ-Methylation-Gold Kit. 

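The 5 target sequences of Supplementary Table S3 were each found in the mm10 reference, and the ERRBS values of the positions inside them were read from the files. MassArray measurements were not in the files analysed here. In the 5 carcinoma samples (weeks 10 and 12) the target on chromosome 1 from 4352248 to 4352516, in a coding exon of Rp1, had a methylation of 88.2% ± 7.0 (SD, n = 5) over 4 positions with a mean coverage of 24.2 reads, against 95.7% ± 3.3 (SD, n = 12) in the controls. The target on chromosome 4 from 3663736 to 3663947, in an intron of Gm42250, had 90.8% ± 2.6 against 94.7% ± 3.9 (SD, n = 5 and 12) at its 1 covered position (90.1 reads). Intermediate levels were found in the target on chromosome 5 from 5024627 to 5024905 in an intron of Cdk14, with 45.0% ± 7.9 against 58.9% ± 7.2 (SD, n = 5 and 12) over 3 positions (45.4 reads). On chromosome 17 the target from 4636873 to 4637097, in an exon of a noncoding transcript, had 53.9% ± 3.7 against 48.6% ± 5.3 (SD, n = 5 and 12) over 4 positions (85.4 reads). The lowest level was that of the target on chromosome 18 from 4980417 to 4980611 in an intron of Svil, with 37.1% ± 4.8 against 24.7% ± 4.3 (SD, n = 5 and 12) over 3 positions (106 reads). Over all stages the PyMT minus FVB difference was 13.4 points at this last target, with every PyMT sample above every control (permutation p = 2e-05). It was -12.4 points at the chromosome 5 target (permutation p = 0.00138) and -4.65 at the chromosome 1 target (permutation p = 0.0258). It was -0.413 at the chromosome 4 target (permutation p = 0.836) and -1.44 at the chromosome 17 target (permutation p = 0.539). Against age-matched controls the chromosome 17 target differed by -1.09 points at early carcinoma and by 7.47 at late carcinoma.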

Primers were designed to span loci with high, intermediate and low levels of methylation (Supplementary Table S3). We performed MassArray (EpiTyper) and proved a high correlation between MassArray and ERRBS results (Supplementary Fig. S4).

### Availability of Data

The PyMT ERRBS data is available in the Gene Expression Omnibus (GEO) database as GSE83623.

### Declarations and Ethics Approval

This study of cancer in mice was approved by the Institutional Animal Care and Use Committee (IACUC) of Albert Einstein College of Medicine. All procedures involving mice were conducted in accordance with the National Institutes of Health guidelines concerning the use and care of experimental animals.

## Electronic supplementary material

Supplementary Table and Figures

Dataset 1

# Supplementary material for: Epigenetic alterations to Polycomb targets precede malignant transition in a mouse model of breast cancer
**Source:** Sci Rep. 2018 Apr 3;8:5535. doi: 10.1038/s41598-018-24005-x
**Supplement:** Supplementary file 1 — Supplementary Table and Figures

**Epigenetic alterations to Polycomb targets precede malignant transition in a mouse model of breast cancer**

Ying Cai^1^ (), Jhih-Rong Lin^1^ (), Quanwei Zhang^1^ (), Kelly O’Brien^1^ (), Cristina Montagna^1,2^ (), Zhengdong D. Zhang^1,*^ ()

# Supplementary FILES

Supplementary Table S1 (in Excel file)

Supplementary Figures S1-4

#

Supplementary Table S1. Primer design for MassArray verification. (Excel)

Supplementary Figures

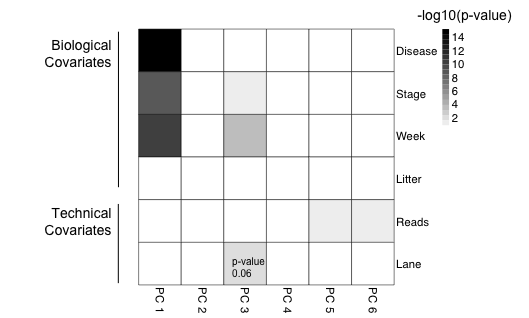

Figure S1. Analysis of sources of variability. Color intensity represents contribution significance. The heatmap shows –log_10_ *p*-value of ANOVA linear modeling on top PCs accounting for some known covariates.

Figure S2. Components of CpG loci and permutation tests. (A) Composition of all CpG loci captured and DMCs mapped to enhancers. (B) The permutation test of the enrichment of DMCs in enhancers. The grey peak is the null distribution generated by random permutation. The red line is the observed enrichment of DMCs in enhancers. (C) Composition of DMCs and hypermethylated DMCs mapped to promoters. (D) The permutation test of the enrichment of hypermethylated DMCs in promoters. H= hyperplasia, A= adenoma/MIN, EC= early carcinoma, LC= late carcinoma.

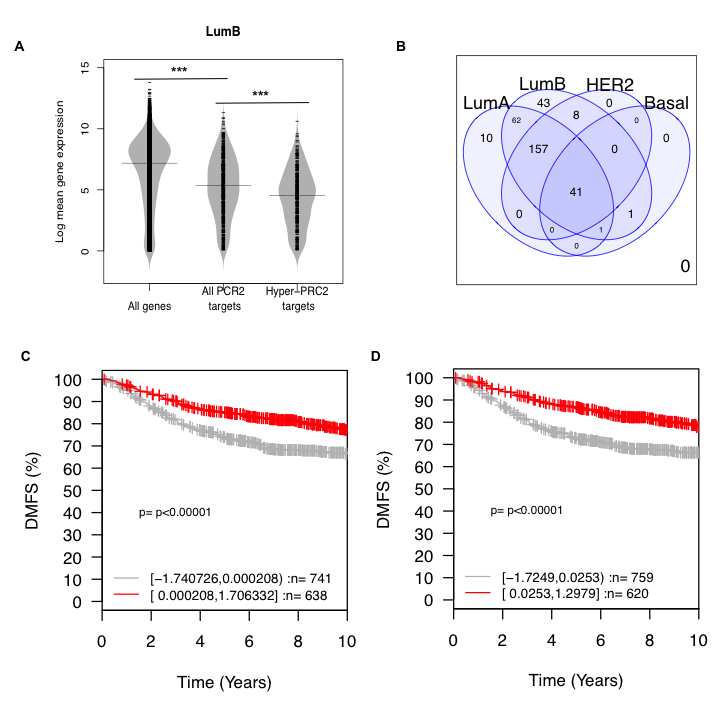

Figure S3. TCGA data validation for PRC2 target genes. (A) Violin plot of log transformed mean gene expression in luminal B samples. There was significant difference between expression of all PRC2 targets and those PRC2 targets affected by promoter hypermethylation (***: Wilcoxon-test *p*-value < 0.05). (B) Venn plot for overlapping PRC2 targets among different breast cancer subtypes. Numbers are PRC2 target genes with promoter hypermethylation found in each subtype. (C) Kaplan-Meier survival analysis using the 12-gene panel in breast cancer patients. (D) Kaplan-Meier survival analysis using the 6-gene panel in breast cancer patients.

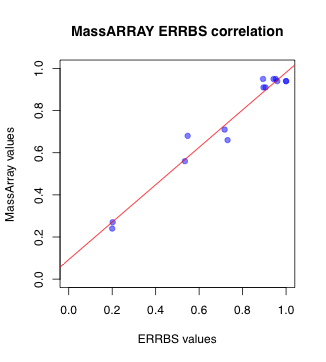

Figure S4. Verification of ERRBS by MassArray. There is a high correlation between MassArray values and the values from ERRBS.

#

How the deposited data were processed for this re-analysis (not part of the article)

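DNA methylation was measured by ERRBS in mammary glands of 10 PyMT mice (2 at week 6, 3 at week 8, 3 at week 10 and 2 at week 12) and of 12 FVB control mice (3 at each week). The authors aligned the reads with Bismark to mm10 and deposited, for each sample, the count of reads over each CpG cytosine covered by at least 10 reads, with no normalization and with the strands kept apart. They deposited beside it the percent of those reads called methylated and the percent called unmethylated. Methylated and unmethylated read counts were recovered as the coverage times each percent, rounded. The condition, week and replicate number of each sample were taken from its label.

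A sample held 1314077 to 1435757 positions (median 1364423) at a mean coverage of 60.2 to 79.2 reads (median 70.5). All positions fell on a CpG of the reference genome. Samples of the same condition were compared in pairs from 200000 positions drawn at random. Each of the 20 such pairs was compared at 98119 to 109490 of these positions. The pairs had a mean chi-square of 1.85 to 3.53 per position compared and correlations across positions of 0.970 to 0.987. Positions are not independent replicates.

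For each stage the PyMT samples were compared with the age-matched controls at positions covered in all samples of the comparison. A logistic regression of methylated against unmethylated reads on group was tested by its likelihood ratio, with Benjamini-Hochberg q-values. DMCs had a q-value under 0.01 and a difference of pooled methylation of at least 10 points. Promoters were the 2 kb on each side of the TSS of 45756 curated RefSeq transcripts of 26180 genes. DMRs were joined from tested positions with gaps of at most 100 bp and held at least 3 positions, at least 1 DMC with a difference of at least 25 points, and a mean difference of at least 20 points. The eDMR package that the paper names was not available, and these regions stand in for its regions. Regions of all stages were merged and clustered by Euclidean distance and complete linkage into 3 groups. The transition to malignancy was tested in the same way between weeks 6 and 8 and weeks 10 and 12, in PyMT and in FVB separately, and genes with a promoter DMC of the same direction in FVB were left out. PCA used positions covered in all 22 samples with an SD above the median, centered and scaled. Single values were compared by permutation tests, exact where a group held fewer than 10 samples and otherwise with 100000 resamples, with labels permuted within week where samples of several weeks were pooled.

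Values are printed in full for Fzd5, Ajap1 and the DNMT and TET genes, for the 3 genes of each list in the text with the largest absolute change of mean promoter methylation at late carcinoma among those with at least 3 promoter positions covered in every sample, and for the 5 genes with the most promoter positions that were hyper-DMCs at all stages. The regions printed are among the 5 hypermethylated and the 5 hypomethylated regions of late carcinoma with the largest mean difference among those in which all PyMT samples lay on the same side of all controls at each stage. Other listed genes are given as counts. P-values of named genes were adjusted by the Benjamini-Hochberg method over 140 entries.

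The tests were tried on simulated data in the design of early carcinoma, 3 against 3 samples. In these data 4000 of 300000 positions were changed by 30 points. With binomial counts the logistic test recovered 96.5% of the changed positions, and 0.233% of its calls were at unchanged positions. With counts that also varied between samples it recovered 96.45%, and 27.4% of its calls were at unchanged positions. The Cochran-Mantel-Haenszel test of the replicate block recovered 95.1% and 95.35%, with 0.184% and 24.2% of calls at unchanged positions. The overdispersion correction with an F test recovered 0% in both cases. All 60 planted regions were recovered.

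The main settings, the named-gene rule and most alternatives were written down before the processed files arrived. The alternatives were a coverage minimum of 20 reads, merged strands, positions covered in all 22 samples, Storey q-values (lambda 0.5), an overdispersion correction with an F test, the replicate block, a difference of at least 25 points, a requirement that replicates of the groups not overlap, other promoter definitions, other rules for regions, Ward and average linkage, all or unscaled positions in the PCA, weighted means, no filter on controls, and leaving out each replicate number of each strain. An overdispersion correction with a chi-square test and the removal of the X chromosome were chosen after seeing the data. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, with seed 7. Expression, enhancers, MassArray measurements, patient data, gene set enrichment and the modules of the co-methylation network were not analysed here, because their data or reference sets are not in the files analysed here.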

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

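X chromosome coverage of PyMT week 8 replicate 1 was far below that of the other samples, with a log2 value relative to the controls of -0.968, against -0.0663 to 0.00972 in the other 9 PyMT samples and -0.0361 to 0.0389 in the 12 FVB samples. The mean methylation of its X promoter positions (13282 positions) was 5.64%, against 28.0% to 31.9% in the other PyMT samples and 24.4% to 26.8% in FVB. These are 2 flags among 16 measures tested for a sample apart from its group, a rule that by chance flags about 5% of groups. A male animal was tested by Y chromosome coverage, in which this sample ranked 21 of 22 (29571 reads, against 28252 to 70219 in the others), and no sample had a covered position in a Y gene promoter, which leaves this test with little power. A difference in depth or GC content was tested on the autosomes, and the largest deviation of an autosome in this sample was 0.0450. Loss of 1 of the 2 X chromosomes predicted low coverage along the whole chromosome and altered X promoter methylation. The sample was the lowest PyMT sample in 18 of 18 bins, and its X promoter methylation of 5.64% lay outside the range of the others, while its autosomal promoters (3.70%) lay within the range of the other PyMT samples (3.45% to 3.96%). The prediction for a male animal was written after the coverage was seen, and the others before their results. Low X coverage and low X promoter methylation are the 2 flags themselves, so they are not an independent test of the loss of an X. A male animal would also have a single X. The values fit a single X chromosome in nearly all sampled cells, either from birth or by loss in the tissue. These cannot be told apart here. A mislabelled sample was not tested. Hyper-DMCs on X made up 1.64% of the hyper-DMCs at adenoma/MIN, against 4.55%, 4.99% and 5.65% at the other stages, and 5.04% when this sample was left out, as a single X in this sample predicted before the test.

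The PyMT minus FVB difference changed between weeks 6 and 8 and weeks 10 and 12 in 4 of 5 measures. The difference of the PC1 score rose from 591 to 802, a change of 212 (permutation p = 0.0023, adjusted p = 0.0115), with a change of 162 in PyMT and of -49.3 in FVB. At the DMCs shared by all stages the difference grew by 6.40 points for hyper-DMCs, from 27.0 to 33.4 (permutation p = 0.00738, adjusted p = 0.0183; 4.51 in PyMT and -1.89 in FVB), and changed by -5.92 points for hypo-DMCs, from -30.6 to -36.5 (permutation p = 0.0146, adjusted p = 0.0183; -2.57 in PyMT and 3.36 in FVB). The epithelial marker promoters changed by -3.12 points, from -10.5 to -13.6 (permutation p = 0.0140, adjusted p = 0.0183). This last change lay in the controls, which rose from 21.7% to 24.7%, while PyMT stayed at 11.2% and 11.1%. The mean methylation of all positions did not show such a change (-0.142 points, permutation p = 0.343). All 10 PyMT samples lay on the same side of all 12 controls in these measures. The shared DMCs were selected by being called at every stage, so the size of their differences, though not its change, follows from the selection. A larger epithelial share in PyMT glands is a candidate explanation of the shared DMCs. It predicted, before the test, lower methylation of epithelial marker promoters and higher methylation of adipocyte marker promoters in PyMT. The epithelial markers differed by -12.1 points (permutation p = 2e-05, 13 of 15 genes covered), but the adipocyte markers differed by -3.99 points, against the prediction. Endothelial markers, which the prediction did not cover, differed by 8.10 points (permutation p = 2e-05, 5 of 8 genes covered). That is the direction predicted for the adipocyte markers. Immune markers differed by 0.577 points (permutation p = 0.564, 4 of 10 genes covered). Across the 12 FVB samples the methylation at shared hyper-DMCs and at shared hypo-DMCs was correlated as a varying cell composition predicted before the test (r = -0.967, permutation p = 1e-05, rho = -0.937, permutation p = 7e-05, r without the 2 farthest samples -0.936, adjusted p = 7e-05 over 7 relations). The epithelial and adipocyte markers thus gave opposite answers on a difference in cell composition between the strains. The correlation lies within the FVB samples alone, so it cannot decide that question. The epithelial markers gave no sign of an epithelial share that grows with stage in PyMT. The difference in depth did not separate the strains (69.6 ± 5.45 against 71.1 ± 4.67 reads), and no batch is given in the labels, so relations within batches could not be computed.

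Coverage at the end of chromosome 11, which the paper does not report, rose with stage in the PyMT samples. Over 6 bins of 2 Mb between 108000001 and 122000000 with enough positions, the log2 coverage relative to the controls, corrected for GC content and CpG density, was -0.00297, 0.0248, 0.0474 and 0.237 at weeks 6, 8, 10 and 12, with 0.191 and 0.283 in the 2 samples of week 12. The 12 FVB samples lay between -0.0149 and 0.0196. GC content or CpG density predicted, before the test, that the corrected value would fall within the range of other stretches of the autosomes. It was 0.237, and the other 858 stretches lay between -0.0560 and 0.0378 in the same samples. A gain in tumor cells that rises with stage predicted a correlation with week in PyMT and none in FVB, a prediction written after the rise was seen. The correlation was 0.814 in PyMT (n = 10, permutation p = 0.00106, rho = 0.894, permutation p = 0.00115, r without the 2 farthest samples 0.840, adjusted p = 0.00299) and -0.540 in FVB (n = 12, permutation p = 0.0717, rho = -0.561, permutation p = 0.0669, r without the 2 farthest samples -0.342, adjusted p = 0.0836). The corrected mean at week 12 corresponds to 2.36 copies per 2. A gain of this stretch, which holds 227 protein-coding genes, in part of the cells of the week 12 glands is a hypothesis that may explain the values. It rests on 2 samples of week 12, and batches, which the labels do not give, could not be tested.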

How the results depend on the processing

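Across 49 results, 771 values were computed under alternatives, of which 583 were labelled the same, 179 moved, 7 became weaker, 1 became stronger and 1 reversed. A tested result was labelled the same when it kept its direction and its side of the p threshold, a count when it stayed within 1.5 times the main value, and a share when it moved by no more than the SD between single PyMT samples where that was computed, so such values can still differ in size. The PC1 difference, the 5 differences of mean methylation and the mean number of positions per sample were labelled the same under every alternative. With the coverage-weighted mean the difference of mean methylation was -0.713 points at hyperplasia, against -1.18 in the main fit, and -2.34 at adenoma/MIN, against -1.29. Its permutation p over all stages rose from 2e-05 to 0.0454. The value at adenoma/MIN rests largely on PyMT week 8 replicate 1, which had the lowest weighted mean of all samples (18.7%). Among 35 named genes and regions, 250 values were computed.

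An overdispersion correction with an F test, which adds the spread between samples to the error of each position, left 0 DMCs, 0 DMRs and 0 genes in every comparison, and shares and groups could not be computed from them. In the stage comparisons, with 2 or 3 samples per group, its F test has few degrees of freedom. The transition comparisons had 5 samples per group in PyMT and 6 in FVB, so this reason does not cover them. The F test recovered nothing in the simulated data either, but these had 3 samples per group. They cannot show whether the F test calls DMCs with 5 or 6 samples per group. The same correction with a chi-square test, chosen after seeing the data, gave 30436 hypo-DMCs and 10474 hyper-DMCs at hyperplasia, 35660 and 14207 at adenoma/MIN, 63490 and 28825 at early carcinoma, and 62410 and 30301 at late carcinoma. The hyper share was then 28.5%, 31.2% and 32.7% at the last 3 stages. At hyperplasia it fell too, by less than the SD between single samples there (4.56 points). The rise from hyperplasia to late carcinoma was larger than in the main fit. Shared by all stages were 2240 hyper-DMCs and 9352 hypo-DMCs, with 511 and 922 promoter genes. The promoter share of hyper-DMCs was 33.4%, the transition genes numbered 303 and 35, the transition DMCs 1664 in PyMT and 278 in FVB, and the DNMT and TET promoter DMCs 5.

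A difference of at least 25 points, which keeps the larger changes, gave 35857 hypo-DMCs and 10851 hyper-DMCs, 37461 and 12691, 52086 and 19965, and 58366 and 22995 at the 4 stages, and hyper shares of 23.2%, 25.3%, 27.7% and 28.3%. It left 3960 and 17350 shared hyper-DMCs and hypo-DMCs, 377 and 949 promoter genes, a promoter share of 13.3% of DMCs and 24.9% of hyper-DMCs, 184 and 37 transition genes, and 1273 transition DMCs in PyMT and 150 in FVB. Requiring that replicates not overlap left 4398 and 770 transition DMCs, 605 and 109 transition genes, and 1024 regions in the most hypomethylated group.

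With promoters only upstream of the TSS, 562 genes had hyper-DMCs and 917 hypo-DMCs at all stages, 290 had hyper-DMCs at late carcinoma only, the promoter shares were 6.45% and 11.5%, the transition genes 746 and 274, and the DNMT and TET DMCs 3. The late carcinoma difference reversed for Fzd5 (-0.0724 points), Dnmt1 (-0.136), Dnmt3a (-0.0227) and Fzd2 (-2.37). Within 1 kb of the TSS, 1115 genes had hypo-DMCs at all stages, the shares were 11.9% and 24.5%, 389 transition genes were hypomethylated, 0 DNMT and TET DMCs remained, and the difference reversed for Fzd5 (-0.0988), Dnmt1 (-0.0400) and Fzd2 (-0.479). Both definitions leave out the positions between 1 and 2 kb downstream of the TSS.

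A coverage minimum of 20 reads gave a late hyper share of 34.4% and 721 regions in the most hypomethylated group. With strands merged the late hyper share was 33.0%, the promoter shares 16.0% and 29.9%, and the most hypomethylated and remaining groups held 4678 and 5037 regions. Without the X chromosome, chosen after seeing the data, the late hyper share was 33.4%, the promoter shares 15.8% and 28.2%, and the hypermethylated and most hypomethylated groups held 2408 and 5249. The replicate block gave a promoter share of hyper-DMCs of 30.6% and groups of 1818 (hypermethylated), 7678 (most hypomethylated) and 4864 (remaining). Positions covered in all 22 samples gave 31.3% and 1576 in the most hypomethylated group, which held 810 with Storey q-values, 1038 with gaps of at most 50 bp and 4743 with Ward linkage. Gaps of at most 200 bp gave 1153 hypermethylated and 8419 most hypomethylated regions, and average linkage 10264 and 3 in the most hypomethylated and remaining groups. At least 5 CpGs and 3 DMCs gave 1644, 1703, 2387 and 2562 hypo-DMRs, 529, 738, 1199 and 1378 hyper-DMRs, and groups of 1308 (hypermethylated) and 1047 (remaining). A region enters a group by where the tree is cut, so the group sizes are the least stable values.

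Leaving out each replicate number of each strain gave 17501 to 31827 hyper-DMCs at hyperplasia, a hyper share of 33.16% to 34.53% at late carcinoma, 5809 to 10168 shared hyper-DMCs and 22491 to 31901 shared hypo-DMCs, promoter shares of 16.76% to 18.22% of DMCs and 30.71% to 33.75% of hyper-DMCs, 852 to 4909 regions in the most hypomethylated group, and 18237 to 33203 transition DMCs in PyMT and 6971 to 18538 in FVB. The separation of PyMT stages was 11.6 to 120 and lost its exact permutation p under 0.05 in all 6 fits, and it was 86.1 with all CpGs in the PCA (exact permutation p = 0.122). The separation of FVB weeks was -7.78 without FVB replicate 1, a reversal, and 50.1 without FVB replicate 3 (exact permutation p = 0.0381). The Dnmt3a difference ranged from -0.0115, a reversal, to 0.0684. Where a stage has 2 PyMT samples, leaving out one leaves no replicate in the PyMT group.

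Depth limits the single positions more than the averages. At 10 reads a position moves in steps of 10 points, and the regions with the largest losses had a mean coverage of 17.9 to 40.9 reads. The read-based test also finds DMCs between groups of controls, 2300 to 10727 between pairs of weeks, so counts of DMCs include differences between single mice.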

Differences from the paper's values

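Of 36 values that the paper states and that were also computed, 17 differed by more than 1.5 times. For hypo-DMRs the paper gives 1447, 1410, 2054 and 2221 at hyperplasia, adenoma/MIN, early carcinoma and late carcinoma, and 5097, 5390, 7476 and 8648 were found here. For hyper-DMRs the paper gives 471, 594, 1004 and 1156, and 1442, 1768, 2807 and 3077 were found. Of the 17 alternatives set before the files arrived, only the rule of at least 5 CpGs and 3 DMCs closed these gaps, with 1644, 1703, 2387 and 2562 hypo-DMRs and 529, 738, 1199 and 1378 hyper-DMRs. The paper's median DMR length is 185 bp, and it was 87, 89, 88 and 88 bp here, with none of 16 alternatives closing the gap.

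The paper gives 840 genes with promoter hyper-DMCs in all stages, and 1401 were found. Of 16 alternatives, 8 closed this gap, namely the replicate block, the requirement that replicates not overlap, leaving out PyMT replicate 1 or 3 or FVB replicate 2 or 3, promoters within 1 kb of the TSS and promoters of 2 kb upstream only. The hypermethylated group of DMRs holds 1447 regions in the paper and 3795 here, closed by 3 of 18 alternatives (the replicate block, gaps of at most 200 bp, and at least 5 CpGs and 3 DMCs). The hypomethylated group holds 1050 in the paper and 2589 here, closed by 7 of 18 (a coverage minimum of 20 reads, Storey q-values, replicates that do not overlap, leaving out PyMT replicate 1 or 3 or FVB replicate 2, and gaps of at most 50 bp). The remaining group holds 1790 in the paper and 7724 here, and none of the 18 closed that gap. For the genes hypermethylated at the transition to malignancy the paper gives 943 and 1630 were found, a gap closed by 2 of 17 alternatives, promoters within 1 kb of the TSS (1285) and promoters of 2 kb upstream only (746).

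The paper states that the DNMT and TET genes had no significant methylation change, and 9 promoter positions in 4 of these 7 genes were DMCs here, 4 of them in Dnmt3l at every stage. Of the 33 PRC2 target genes that the paper lists as hypermethylated in late carcinoma only, 9 had promoter hyper-DMCs at that stage only, 4 at all stages and 6 at none. Of the 43 genes it lists for all stages, 27 had promoter hyper-DMCs at all of them and 4 at none. The paper describes a group of regions with little change at the premalignant stages. Here 44.3% of the remaining group was under 20 points at both of them, but so was 41.2% of the hypermethylated group. The paper describes the controls as staying together in the PCA, and FVB week 8 replicate 2 lay at 820 on PC2, where the other controls lay between -150 and -63.5.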

Other observations

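Other splits of the same samples were tested as often as the design allowed, with predictions written before the splits were run. At adenoma/MIN and at early carcinoma the 6 samples can be split into 3 against 3 in 10 ways, so no share under 0.1 can be reached. At both stages the real split was the only 1 of the 10 with as many hypo-DMCs, and likewise for hyper-DMCs, hypo-DMRs and hyper-DMRs. The other 9 splits gave 14987 to 52997 DMCs at adenoma/MIN, against 120765, and 16707 to 48957 at early carcinoma, against 156959. For DMRs they gave 101 to 1445, against 7158, and 159 to 1525, against 10283. For the transition to malignancy 100 of the 126 possible splits of the 10 PyMT samples were drawn. As many DMCs as the real 28361 came from 3 of 100, with a median of 10962 in the others. As many hypermethylated genes as 1630 came from 2 of 100 (median 712), and as many hypomethylated genes as 685 from 63 of 100 (median 749), when the larger direction of each split was counted. Counted against the smaller direction, 10 of 100 splits had as many hypomethylated genes. In FVB, 5 of 100 splits gave as many DMCs as the real 10520 (median 4601). The share of splits as large was thus under 0.05 for the PyMT DMCs and the hypermethylated genes, and 0.05 or more for the hypomethylated genes under either way of counting and for the DMCs between younger and older controls, although the control count was above the median of its splits.

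Mean methylation was lower in PyMT than in FVB by an amount that was -1.31 points over all stages. A difference in depth between the groups and a difference in bisulfite conversion were tested, with predictions written after the difference was seen. Mean coverage was 69.6 ± 5.45 reads in PyMT and 71.1 ± 4.67 in FVB (SD, n = 10 and 12, permutation p = 0.494). The percent of mitochondrial CpG reads called methylated, which would be lower in PyMT if unconverted cytosines were the source, was 0.224 ± 0.034 and 0.213 ± 0.023 (SD, n = 10 and 12, permutation p = 0.365). Cell composition and batches remain as explanations. In FVB the mean methylation rose with week (r = 0.816, permutation p = 0.00128, rho = 0.820, permutation p = 0.00205, r without the 2 farthest samples 0.720, adjusted p = 0.00299).

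Methylation at the shared DMCs was followed with age in the 12 controls, with predictions written before the test. If normal aging moved these positions the way PyMT differs from FVB, the shared hyper-DMCs would rise and the shared hypo-DMCs fall with week. The correlation with week was -0.422 for the shared hyper-DMCs (permutation p = 0.171, rho = -0.324, permutation p = 0.315, r without the 2 farthest samples -0.134, adjusted p = 0.171) and 0.566 for the shared hypo-DMCs (permutation p = 0.0590, rho = 0.497, permutation p = 0.110, r without the 2 farthest samples 0.295, adjusted p = 0.0826). Both had the sign opposite to the prediction, and neither passed the threshold. Methylation at the shared hyper-DMCs was also negatively correlated with that of epithelial marker promoters in the controls (r = -0.753, permutation p = 0.00513, rho = -0.580, permutation p = 0.0516, r without the 2 farthest samples -0.515, adjusted p = 0.00898), a relation that rests in part on the farthest samples. Endothelial marker promoters were higher in PyMT by 8.10 points (permutation p = 2e-05, 5 of 8 genes covered) and immune marker promoters differed by 0.577 points (permutation p = 0.564, 4 of 10 genes covered).

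FVB week 8 replicate 2 lay at 820 on PC2, against -150 to -63.5 in the other controls and -41.8 to 51.7 in the PyMT samples. Immune cells in the gland piece predicted, before the test, low methylation of immune marker promoters, which was 35.4% in this sample and 33.8% to 37.6% over all controls. Few starting molecules predicted, also before, a larger difference between strands, and the variance ratio was 17.0, against 13.0 to 19.7 in the other controls. A second noise measure, the SD of the deviations, was 15.6 in this sample, against 9.28 to 13.1 in the other controls. The prediction did not cover this measure. Predictions for depth, bisulfite conversion and epithelial share were written after the sample was noticed. Its mean coverage was 69.0 reads, its percent of mitochondrial CpG reads called methylated 0.216 and its epithelial marker methylation 22.2%, each within the range of the controls. None of the predicted values explains the position of the sample, though the larger SD of its deviations leaves few starting molecules open. A mislabelled sample was not tested, and the labels give no batch.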
